# Genome-wide uniformity of human ‘open’ pre-initiation complexes

**DOI:** 10.1101/gr.210955.116

**Published:** 2017-01

**Authors:** William K.M. Lai, B. Franklin Pugh

## Abstract

Transcription of protein-coding and noncoding DNA occurs pervasively throughout the mammalian genome. Their sites of initiation are generally inferred from transcript 5′ ends and are thought to be either locally dispersed or focused. How these two modes of initiation relate is unclear. Here, we apply permanganate treatment and chromatin immunoprecipitation (PIP-seq) of initiation factors to identify the precise location of melted DNA separately associated with the preinitiation complex (PIC) and the adjacent paused complex (PC). This approach revealed the two known modes of transcription initiation. However, in contrast to prevailing views, they co-occurred within the same promoter region: initiation originating from a focused PIC, and broad nucleosome-linked initiation. PIP-seq allowed transcriptional orientation of Pol II to be determined, which may be useful near promoters where sufficient sense/anti-sense transcript mapping information is lacking. PIP-seq detected divergently oriented Pol II at both coding and noncoding promoters, as well as at enhancers. Their occupancy levels were not necessarily coupled in the two orientations. DNA sequence and shape analysis of initiation complex sites suggest that both sequence and shape contribute to specificity, but in a context-restricted manner. That is, initiation sites have the locally “best” initiator (INR) sequence and/or shape. These findings reveal a common core to pervasive Pol II initiation throughout the human genome.

The mammalian transcription machinery assembles into a preinitiation complex (PIC) consisting of general transcription factors such as TFIIB and RNA polymerase II (Pol II) and strand-separated or open DNA (Kostrewa et al. 2009; He et al. 2013; Sainsbury et al. 2015; Bernecky et al. 2016; Louder et al. 2016). Once Pol II initiates transcription, it then forms a paused complex (PC) 20–60 bp downstream at most genes (Core et al. 2008; Adelman and Lis 2012). As such, pausing appears to be a rate-limiting step in transcription once Pol II has been recruited to promoters (Ptashne and Gann 1997; Kwak et al. 2013). Since little Pol II is detected over core promoters where general transcription factors are found, it has been widely assumed that PICs rapidly initiate and move into a paused state, leaving the general transcription factors at the promoter (Kwak et al. 2013; Jonkers and Lis 2015) or allowing them to dissociate (Zawel et al. 1995). It is also possible that the PIC and PC are sterically incompatible at promoters.

Despite the high resolution of certain genome-wide assays (Mahony and Pugh 2015), their spatial resolution may be insufficient to distinguish PICs from PCs (Core et al. 2014). RNA-based assays (e.g., CAGE, Start-seq, CapSeq) and run-on assays (e.g., GRO-cap) define the precise locations of TSSs and paused polymerases (Shiraki et al. 2003; Nechaev et al. 2010; Gu et al. 2012; The ENCODE Project Consortium 2012; Core et al. 2014). However, since these assays involve read-outs requiring more than ∼20 nucleotides (nt) of RNA for unique mappability to the genome, they do not report on pre- and early-initiation events that involve smaller RNA lengths. ChIP-exo reports with high precision the genomic locations of formaldehyde-mediated protein–DNA crosslinks (Rhee and Pugh 2012a). However, the multitude of crosslinks that overlap the ∼70 bp covered by both PICs and PCs potentially limit their resolution (Rhee and Pugh 2012b). Nevertheless, the observation that the peak of Pol II crosslinking in human cells is coincident with where Pol II pauses indicates that PICs may be relatively short-lived (Core et al. 2014), and it is unclear whether they have sufficient kinetic stability to be regulated or even detected.

To spatially resolve mammalian PICs and PCs, we sought a high-resolution assay that could specify the genomic position of the Pol II active site, regardless of whether or not RNA is synthesized. We turned to the well-established permanganate reactivity of open DNA that resides in the Pol II active site (Giardina et al. 1992). While this assay has been described on a genomic scale in *Drosophila* (Li et al. 2013), a comprehensive examination of potential nucleotide biases in the assay and its ability to detect PICs at mRNA genes was not reported. Additionally, open complexes have not been examined in human cells, which, unlike *Drosophila*, possess prevalent divergent transcription (Core et al. 2008, 2012). Distinguishing PICs from nearby PCs depends not only on the inherent positional resolution of the data but also on the accuracy of measured TSS locations and the extent to which they are focused rather than dispersed. Focused promoters utilize a single major TSS, whereas dispersed promoters display a multitude of initiation sites (Juven-Gershon et al. 2008; Juven-Gershon and Kadonaga 2010; Rach et al. 2011; Haberle et al. 2014). While they are described as separate classes (Carninci et al. 2006; Lenhard et al. 2012), dispersed promoters remain ill defined, and it is not clear whether they are physically distinct from focused promoters.

High-resolution crystal structures of TFIIB within biochemically assembled PICs indicate that TFIIB innervates into the Pol II active site that contains open DNA (He et al. 2013; Barnes et al. 2015; Sainsbury et al. 2015). These structures have enabled the assignment of points of formaldehyde-induced TFIIB–DNA and Pol II–DNA crosslinks in the PICs of budding yeast (Rhee and Pugh 2012b). Since yeast polymerases do not pause just downstream from the TSS like in metazoan cells, relatively stable PICs have been detected. However, even these PICs rapidly move into elongating complexes (Jeronimo and Robert 2014; Wong et al. 2014). The presence of TFIIB within the PIC active site suggests that experimentally coupling the single-nucleotide resolution of permanganate reactivity in open DNA with ChIP-seq (which we refer to here as PIP-seq) for TFIIB may allow the detection of the PIC. Since TFIIB is expected to be displaced by nascent RNA as Pol II moves into the more stable PC (Sainsbury et al. 2013), Pol II PIP-seq, but not TFIIB, is expected to reveal the location of the PC. Comparison of TFIIB and Pol II PIP-seq should then separate PICs and PCs, respectively.

The transcription machinery also assembles at the TSS of many noncoding transcription units (ncRNA), which includes divergent TSSs that arise upstream of mRNA TSSs and are transcribed from the opposite strand (Core et al. 2008, 2014; Mayer et al. 2015; Scruggs et al. 2015). Transcriptional enhancers that reside far from annotated mRNA TSSs can also be transcribed, and it has been suggested that this transcription arises from specific points of initiation (Core et al. 2014). However, it is not known whether PICs and PCs exist in genes encoding ncRNA or whether they are similar to those at mRNA genes.

Here we use PIP-seq to separate human PICs from PCs on a genomic scale. We use this high-resolution data to assemble a more comprehensive view of how initiation complexes form and initiate transcription across a broad variety of promoter classes.

## Results

### PIP-seq validation

Our objective was to separately detect, on a genomic scale, the open DNA associated with PICs and PCs in human K562 cells. K562 cells were selected due to an abundance of relevant data existing for this cell line. Open DNA can be “marked” in vivo because thymines are more readily oxidized by permanganate when they are single-stranded (Fig. 1A; Giardina et al. 1992). When combined with ChIP, these marked regions can be purified and linked to the immunoprecipitated protein (TFIIB or Pol II) (Supplemental Fig. S1; Li et al. 2013). Operationally, a sequencing adaptor is attached to free ends of the immunoprecipitated DNA. Piperidine is then used to cleave the DNA, just 3′ to the oxidized thymidine. Only one of the two strands are cleaved at each thymidine; the complementary strand remains intact unless it too has an oxidized thymidine nearby. 

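Permanganate reacts with thymines in single-stranded DNA, and piperidine then breaks the DNA at these bases, so that in PIP-seq the immunoprecipitated fragments end next to a melted thymine. K562 cells, a human leukemia line of myeloid origin, were crosslinked with 1% formaldehyde, and 8 libraries were made from them. There were 3 TFIIB PIP-seq libraries, 2 Pol II PIP-seq libraries, 1 PIP-seq library of input DNA, and 1 ChIP-exo library each for Pol II and TFIIB. According to the paper's Supplemental Table S1, the TFIIB PIP-seq libraries had 43354508, 18579509, and 12444571 tags in replicates 1, 2, and 3, and the Pol II PIP-seq libraries had 62908427 and 11845451. The input had 4203956 tags, Pol II ChIP-exo 19743244, and TFIIB ChIP-exo 14723536. Tags with a T at −1 made up 35.7%, 39.1%, and 38.6% of the tags in the TFIIB PIP-seq replicates and 42.3% and 41.8% in those for Pol II, compared with 31.1% in the input.

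The deposited data used here were 1 list of TFIIB PIP-seq peaks, each with a position in hg19, a strand, and a score. As the paper describes, reads were aligned to hg19 with BWA at default parameters, and only those with a T at −1 were kept. Peaks were called with GeneTrack on the initial set of replicates, and blacklisted regions and peaks with significant input signal were removed. The remaining peaks were filtered on nearby TFIIB ChIP-exo and GRO-cap tags and oriented by the GRO-cap strand with more tags, with an exclusion zone of 100 bp. The score is a whole number of 4 or more, and neither its unit nor its window is stated, so it was compared only between peaks of this list. There are no replicates of the list, and the intervals and p-values at the claims that follow compare positions, sequences, or genes within it, not cultures. Tag densities of Pol II PIP-seq, input, ChIP-exo, and GRO-cap around the peaks were not analysed here. From the list, the distances and orientations of neighboring peaks were measured. The GRCh37 sequence around each peak center was scanned for the INR, TATA, and transcription factor motifs. Each sequence was scrambled 1000 times as a control. The peaks were also placed on the GENCODE lift 44 annotation of GRCh37, with transcripts limited to genes that have a curated RefSeq transcript.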

The cleaved newly released 5′ ends are then deeply sequenced (Supplemental Table S1). The initial set of replicates for TFIIB and Pol II PIP-seq were used for peak calling and visualization in all plots due to their high signal-to-noise ratio, although all replicates correlated well compared to the input (Supplemental Fig. S2A). Moreover, described patterns were identical between biological replicates (Supplemental Fig. S2B).

**Figure 1.**
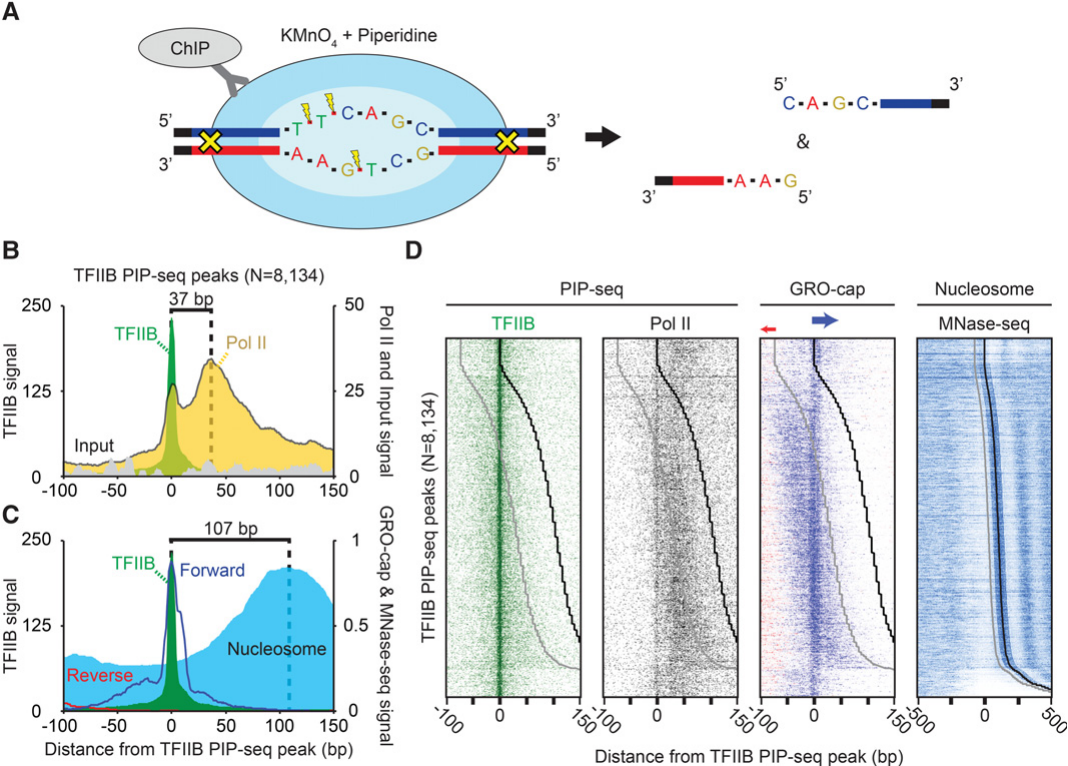
Positional separation of open preinitiation complexes (PICs) and paused complexes (PCs) associated with ncRNA and mRNA transcription. (*A*) Schematic of the PIP-seq assay. KMnO_4_ oxidizes single-stranded thymines, which are subsequently cleaved by piperidine. Coupled to formaldehyde-based crosslinking and immunoprecipitation, open DNA relative to a protein of interest is enriched. (*B*) Composite plots of PICs (*N* = 8134). TFIIB-bound open complexes were identified as enriched TFIIB PIP-seq peaks (see Methods) that also had a corresponding enrichment of TFIIB ChIP-exo peaks, as well as GRO-cap transcription. (*C*) Composite plots of PICs (*N* = 8134) overlaid with composite plots of GRO-cap (RNA) and MNase-seq tag 5′ ends (nucleosomes) that were shifted in the 3′ direction by 80 bp or approximately half the average fragment length (Lai et al. 2012; The ENCODE Project Consortium 2012; Core et al. 2014). (*D*) Heatmap of PICs (*N* = 8134), sorted by the distance between TFIIB PIP-seq peaks to downstream +1 nucleosomes. The black line represents the consensus +1 nucleosome dyad, and the gray line is 73 bp upstream of the dyad representing the upper edge of the nucleosome. The few dyads that align exactly on the TSS are likely artifacts resulting from parameter settings and thresholding and thus should be ignored.

Since the DNA backbone 3′ to a “T” nucleotide is preferentially cleaved in the PIP-seq assay, a concern is whether genomic DNA in putative PIC regions is intrinsically enriched with T's, thereby giving the false appearance of a PIC (false positive). We therefore analyzed annotated TSS regions (*N* = 26,163) (Pruitt et al. 2007) for intrinsic “T” nucleotide bias, particularly those having high levels of PIP-seq tags (Supplemental Fig. S3). For genes with multiple annotated transcription start sites, the most 5′ coordinate was selected. We found that such regions were not intrinsically biased toward “T” compared with TSS regions having low PIP-seq tags. Indeed, such regions are relatively depleted of “T” (and “A”) and instead are intrinsically enriched with “G” and “C,” which is in line with TSS regions known to reside within CpG islands (Deaton and Bird 2011). Thus, PIP-seq enrichment was not due to intrinsically T-rich TSS regions.

We also considered the corollary that intrinsically T-depleted regions would be refractory to PIP-seq (false negatives). In order to address this possibility, we called TFIIB-bound regions using two distinct criteria, TFIIB ChIP-exo peaks possessing enriched GRO-cap signal, which specifies active transcription start sites (RNA 5′ ends) (Core et al. 2014). We then examined the top 1000 peaks by TFIIB ChIP-exo signal and identified those sites that failed to meet a TFIIB PIP-seq threshold (Poisson *P* < 1 × 10^−4^). Less than 5% of the top 1000 ChIP-exo peaks failed to pass this threshold. Those 5% nevertheless had PIP-seq tags that exceeded the background (but missed our stringent threshold for being called a location) (Supplemental Fig. S3C). Thus, their status as “false negatives” is due primarily to high thresholding rather than being undetectable.

We next considered the possibility that parts of the PIP-seq assay workup (apart from permanganate treatment) caused a nucleotide bias. Steps with potential bias include formaldehyde crosslinking, chromatin fragmentation by sonication, nuclear extraction, ChIP, DNA ligation, PCR, and DNA sequencing. To this end, we compared the nucleotide composition at position −1 of tag 5′ ends in PIP-seq (where “T” is supposed to be enriched) to that of ChIP-exo (Supplemental Figs. S4A, S5A). In contrast to PIP-seq, tag 5′ ends from ChIP-exo correspond to exonuclease stops (due to blockage by a crosslinked protein) (Rhee and Pugh 2012a) and thus are not expected to have T-bias apart from what is intrinsic to DNA. Since both assays use essentially the same processing steps, with the exception of how tag 5′ ends are generated, they should correlate well in relative tag enrichment but differ in the exact position of the 5′ end of the sequence read and thus the identity of the −1 nucleotide.

As expected, both assays produced tag enrichment around TSSs (due to the ChIP aspect of the assay), including a bimodal distribution that has been attributed to divergent transcription (Supplemental Fig. S4B,C for TFIIB; Supplemental Fig. S5B,C for Pol II; Core et al. 2014; Scruggs et al. 2015). In the control comparison, TFIIB and Pol II ChIP-exo nucleotides at the −1 position of tag 5′ ends were depleted of A + T in the TSS region in accord with what is intrinsic to the DNA, rather than being biased toward “T” (Supplemental Fig. S4D for TFIIB; Supplemental Fig. S5D for Pol II). Thus, the processing steps that are in common with both ChIP-exo and PIP-seq were not creating a collective bias in nucleotide enrichment. In contrast, the TFIIB PIP-seq assay produced a strong −1 “T” enrichment in the TSS region, consistent with its permanganate reactivity. We therefore used only those tags having a “T” at −1 (relative to the tag 5′ end) for calling PIP-seq peaks and for plotting tag 5′ end distributions.

### Spatial separation of PICs and PCs

We selected for further study those TFIIB PIP-seq peaks that had a statistically enriched −1 “T” tag density compared to input DNA and that were within 100 bp of a TFIIB location defined by ChIP-exo (12,398 peaks). By using the same criteria, we also called TFIIB PIP-seq peaks that required enrichment of GRO-cap (Core et al. 2014) signal within 100 bp instead of TFIIB ChIP-exo (16,396 peaks). From the union of these sites, we identified with high confidence 8134 transcriptionally active TFIIB-bound open complexes. 

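Several of the highest TFIIB PIP-seq peaks in K562 cells lay at genes of small nuclear RNAs, such as the RNA parts of the spliceosome. The highest score of all belonged to a peak on the minus strand of chromosome 12 from 120729707 to 120729727 (hg19), in intergenic DNA centered 11 bp upstream of RNU4-2, a gene of the U4 RNA. Its sense-strand sequence is GGGCGCGAACAGAACCTTTCC. The next was a score of 1270 at the U5 gene RNU5F-1 (chromosome 1, 45187573 to 45187593, inside an intron of another transcript). It was followed by 1087 at the U1 pseudogene RNU1-59P (chromosome 1, 144534027 to 144534047, intergenic), where the 40 bases to the left of the peak center occur 2 times in the genome. A peak in intergenic DNA of chromosome 1 from 17231678 to 17231698 had a score of 973, and its nearest annotated gene was ENSG00000290122, which has no symbol in the annotation used. Small RNA genes that this annotation lacks, at this peak or others, are not among those counted. RNU4ATAC, the U4atac gene of the minor spliceosome, had 882 (chromosome 2, 122288441 to 122288461, intronic). Of all 8134 peaks, 31 were centered within 50 bp of the start of a small nuclear RNA gene (28 peaks) or small nucleolar RNA gene (3 peaks). Their median score was 358 (95% bootstrap interval 246 to 586).

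Most other open complexes had low scores. The median over all peaks was 6 (lower quartile 4, upper quartile 8), 2187 peaks had the lowest score of 4, and 72 reached 100 or more. The peaks were split evenly between the strands, with 4106 on the plus and 4028 on the minus strand. Chromosome 1 held the most, 1120 peaks or 13.8%.

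**Figure D1:**
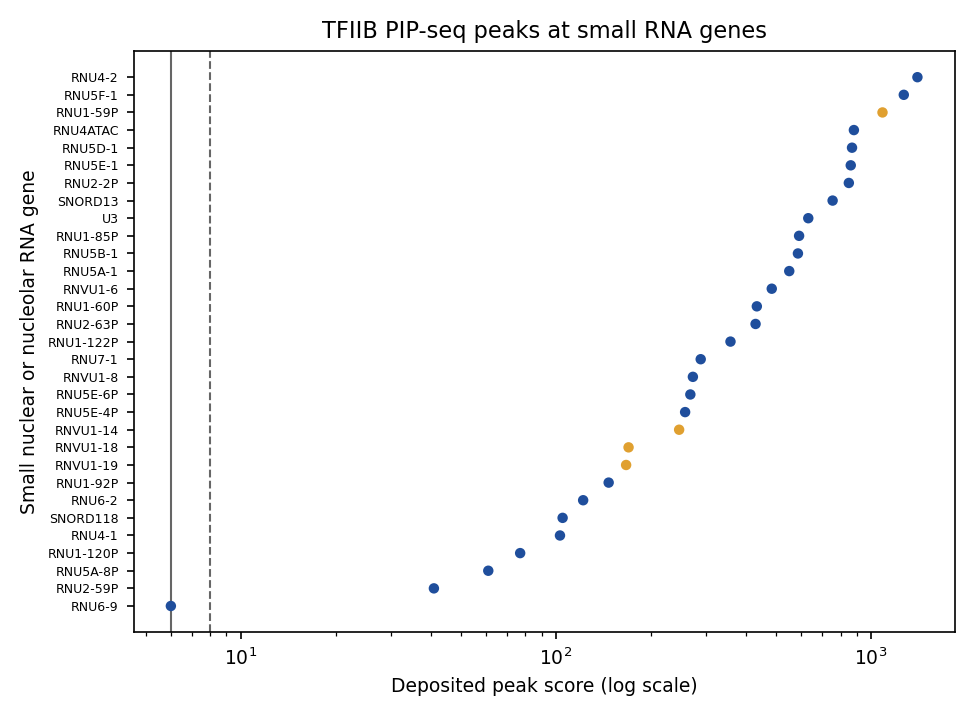
Deposited TFIIB PIP-seq peak score (log axis) at each of the 31 small nuclear or small nucleolar RNA genes with a peak within 50 bp of its start, 1 point per peak. Blue points are peaks whose 40 bases on each side occur 1 time in the genome, orange points are the 4 peaks with a side that occurs more often, the solid line is the median of all 8134 peaks (6), and the dashed line is their upper quartile (8); RNU4-2 is the highest, and RNU6-9 the lowest at 6.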

The positions of the 5′ ends of PIP-seq sequence tags for Pol II and the input were aligned to the center of the detected TFIIB PIP-seq peaks and orientated so that the maximal GRO-cap transcription signal was on the top strand (Fig. 1B, 5′-3′, left to right). In this analysis, we chose not to align by TSS since we found that such locations have their own positional uncertainty (e.g., see Supplemental Fig. S4C), which degraded the intrinsic pattern resolution.

Pol II PIP-seq 5′ ends produced two distinct peaks, the highest at the expected position of the PC. Remarkably, the distribution of the lower peak coincided exactly with a local peak of TFIIB PIP-seq peaks, denoting open DNA complexes. Thus, these overlapping peaks of TFIIB and Pol II mark the positions of PICs (Fig. 1B), which represent a separation of PICs and PCs across a genome at near-single base-pair resolution. Although PIC and pause separation was reported by Quinodoz et al. (Quinodoz et al. 2014; Waszak et al. 2015), we find the data are inconsistent with such locations (Supplemental Fig. S6). Our PIC location is also precisely where GRO-cap 5′ ends mapped (Fig. 1C). The distribution of Pol II PIP-seq tags was as tightly focused at TFIIB peaks as those of TFIIB (Fig. 1B), which provides further support that they are reporting on the same complex. Inasmuch as PIP-seq measures a steady-state population of open complexes, the location of the open DNA at the TSS represents a steady state. This is not necessarily where promoter melting initiates, which is thought to occur just upstream of the TSS (Guzman and Lis 1999).

The majority of Pol II PIP-seq tags were distributed in the pause region over a relatively broad range of ∼20–60 bp downstream from the TSS (Core et al. 2008; Adelman and Lis 2012). TFIIB PIP-seq tags were not enriched at Pol II pause sites. This demonstrates a lack of both direct and indirect crosslinking of TFIIB at the PC. It follows then that the detection of Pol II at the PIC site is not an artifact of the PC crosslinking indirectly via TFIIB. The lack of TFIIB at the PC also indicates that the PC lacks TFIIB in its active site. This is expected due to the presence of nascent RNA there (Kettenberger et al. 2004). The lack of TFIIB tags in the PC region provides further evidence that PIP-seq is not measuring some artefactual permanganate reactivity of the PC DNA (i.e., TFIIB serves as an additional negative control for Pol II). We therefore conclude that TFIIB and Pol II PIP-seq provide quantitatively robust and positionally accurate separation of the PIC and PC active sites across the human genome.

### Distinct specificities of focused versus dispersed initiation

PICs and PCs, defined by PIP-seq, typically resided within nucleosome-free regions and just upstream of an MNase-resistant +1 nucleosome (Fig. 1B,C). The position of the PC has been linked to the position of the +1 nucleosome, which has led to the conclusion that the PC and +1 nucleosome might influence each other's positioning at certain classes of genes (Mavrich et al. 2008; Gilchrist et al. 2010; Li and Gilmour 2013; Teves et al. 2014; Weber et al. 2014). With the higher resolution afforded by PIP-seq, we reexamined the relationship between Pol II at the 5′ ends of genes and the neighboring +1 nucleosome. In doing so, GRO-cap (transcription initiation) and ENCODE K562 MNase-seq (assumed nucleosome occupancy) tags were aligned relative to the TFIIB PIP-seq peak (The ENCODE Project Consortium 2012; Core et al. 2014) at individual mRNA genes and sorted by the distance between TFIIB and the +1 nucleosome (Fig. 1D). The peak of GRO-cap 5′-end signal on the forward strand aligned precisely with the peak of TFIIB-bound open DNA (PIC), regardless of nucleosome positioning. Similar but weaker conclusions could be drawn when aligned by GRO-cap and CAGE data (Supplemental Fig. S6; The ENCODE Project Consortium 2012; Core et al. 2014). Thus, the predominant PIC position and its corresponding PC do not appear to be tightly linked to the +1 nucleosome position.

We observed GRO-cap 5′ ends in a disperse pattern around the primary PIC location (Fig. 1D), thereby indicating that dispersed and focused transcription initiation are largely colocalizing within promoters containing a stable PIC. Approximately 93% of detected PICs possessed significant (Poisson *P* < 1 × 10^−4^) GRO-cap tags in both a focused (±10 bp) window around the PIC, as well as a wider dispersed window (40-bp window immediately flanking the focused region). This differs from the notion that focused and dispersed transcription initiation represents distinct gene classes (Carninci et al. 2006; Kawaji et al. 2006; Juven-Gershon et al. 2008; Juven-Gershon and Kadonaga 2010), which may be reconciled by differences in assay sensitivity and/or data thresholding.

Surprisingly, and in contrast to the primary TSS, dispersed initiation tracked with the position of +1 nucleosomes (Fig. 1D). Moreover, dispersed initiation was not equivalently mirrored by TFIIB or Pol II PIP-seq data, which largely reflected the primary PIC and PC events, respectively. Thus, dispersed PICs and PCs may not be as stable as focused PICs and PCs.

We next sought additional positional cues of focused and dispersed initiation by searching for DNA motifs present in the JASPAR database. These motifs were enriched immediately upstream of the focused PIC, in line with a similar report (Supplemental Fig. S7A; Scruggs et al. 2015). However, we also note that the relative motif enrichment tracked poorly with the dispersed initiation (Supplemental Fig. S7B). 

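Most consensus sites of general promoter factors were more frequent just upstream than just downstream of the TFIIB PIP-seq peaks. The GC box GGGCGG, bound by SP and KLF factors, occurred on either strand 60 to 10 bp upstream of 1630 of the 8134 peaks, or 20.0% (95% Wilson interval 19.2 to 20.9), compared with 8.31% in the same span downstream. The ETS site CCGGAAG was found upstream of 4.77% of the peaks (interval 4.33 to 5.26) and downstream of 1.24%. For the NRF1 site GCGCATGCG the shares were 0.725% and 0.0615%, and for the cyclic AMP response element TGACGTCA, bound by CREB and ATF factors, 0.615% and 0.0369%. The CCAAT box of NFY stood upstream of 6.91% and downstream of 3.05%, and the E-box CACGTG of MYC and USF factors upstream of 1.76% and downstream of 0.713%. The YY1 site AAGATGGCG went the other way, with 0.357% upstream and 0.971% downstream, and its most frequent bin was 0 to 19 bp downstream (74 matches).

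Every difference between upstream and downstream passed an exact two-sided sign test over the peaks with a match on only 1 side, adjusted over 8 motifs (p = 1.5e-108 for the GC box, 1.3e-41 for ETS, 8.5e-31 for NFY, 1.4e-12 for NRF1, 7.4e-12 for the response element, 2.1e-09 for the E-box, and 1.3e-06 for YY1). Compared with scrambled sequences, the upstream shares were 2.10 times as high for the GC box, 5.73 for ETS, 11.8 for NRF1, 13.7 for the response element, 11.6 for YY1, 1.37 for the E-box, and 1.15 for NFY. The one-sided permutation p was 0.002 for NFY and 0.001 for the others, the smallest that 1000 scrambles can give (0.002 and 0.00114 when adjusted over 8 motifs). At ncRNA-associated peaks alone, the upstream share was 0.808 times the scrambled one for NFY (p = 0.994 in the one-sided permutation test). The CCAAT box still stood upstream of 6.14% and downstream of 3.63% of these peaks (exact sign test, adjusted p = 2.0e-04). For the E-box, the upstream share was 0.817 times the scrambled one (permutation p = 0.850). The E-box stood upstream of 0.931% and downstream of 0.884% (exact sign test, p = 1). YY1 had 2 upstream matches at these peaks, 2.66 times the scrambled share (one-sided permutation test, adjusted p = 0.246), with adjusted p = 0.25 for upstream against downstream in the exact sign test, which for NRF1 was 0.0833. Against scrambles that keep dinucleotides, the E-box at ncRNA-associated peaks was above the scrambled share, at 1.86 times (permutation p = 0.005, the smallest that 200 scrambles can give), so its call there depends on the control. The ratios over all peaks with this control were 2.65 for the E-box, 24.5 for the response element, and 18.2 for NRF1. In bins of 20 bp, GC box matches were most frequent 60 to 41 bp upstream (1170 matches, 5.74 times the mean of bins beyond 500 bp), whereas CCAAT boxes were most frequent 80 to 61 bp upstream (626 matches, 3.05 times). These are exact consensus sites. The JASPAR matrices of Supplemental Fig. S7A were not used here.

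**Figure D2:**
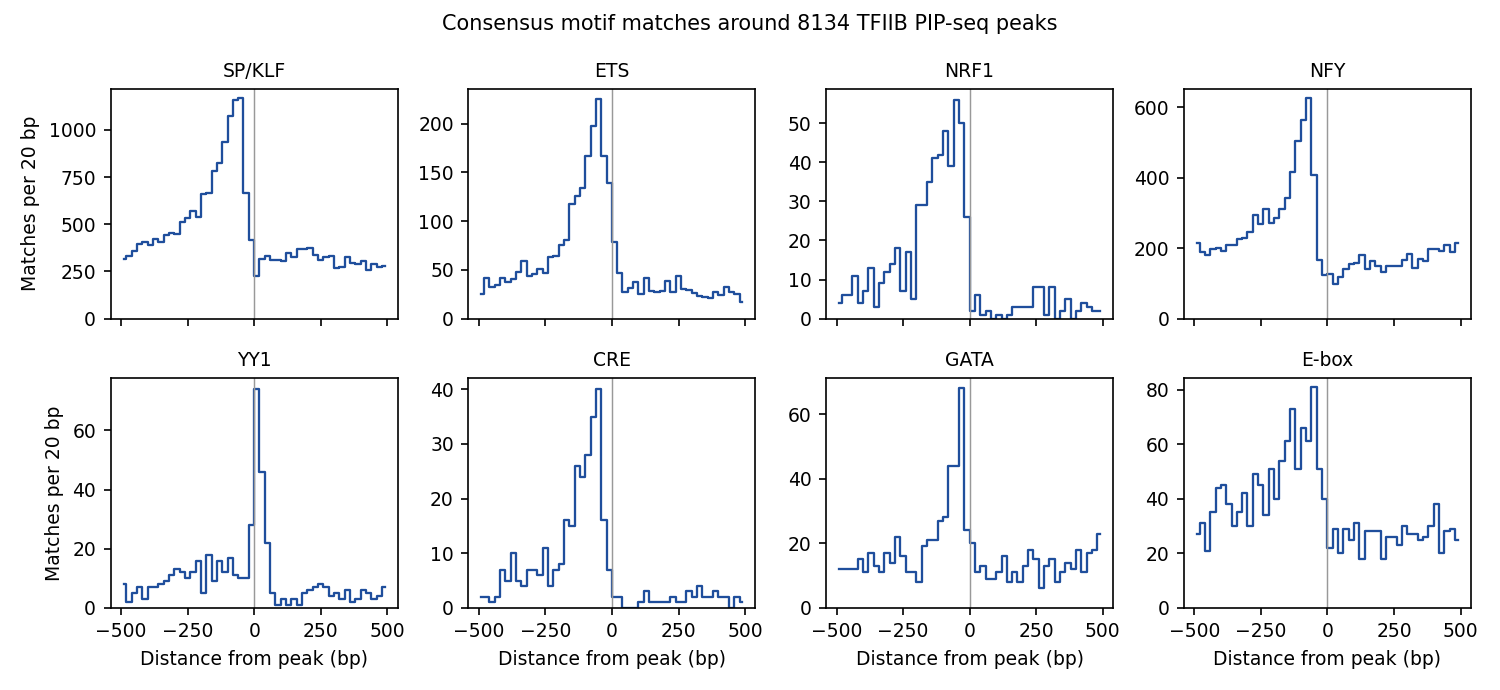
Number of consensus motif matches on either strand in bins of 20 bp from 500 bp upstream (negative) to 500 bp downstream of the 8134 TFIIB PIP-seq peaks, 1 panel per motif, with a line at the peak. The highest bin lies upstream of the peak for 7 of the motifs and just downstream of it for YY1, with 74 matches.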

Taken together, these results suggest that dispersed transcription initiation is tied primarily to +1 nucleosome positions and less to transcription factor positions. These data support a model previously described in zebrafish (Haberle et al. 2014), where relatively transient and dispersed PICs may be initiating at a large number of positions in a transcriptionally permissive, accessible environment that is bounded downstream by the position of the +1 nucleosome. The source of an upstream boundary is unclear. These results of comparing motif enrichment, dispersed initiation, and nucleosome position do not establish causality or direct interactions. The notion that transcription can initiate in multiple potential areas in a core promoter (Kawaji et al. 2006; Core et al. 2014) but still have a dominant start site (Scruggs et al. 2015) is supported here but further suggests that at least some aspects of focused versus dispersed initiation occur by distinct mechanisms.

### Pol II directionality independent of RNA measurements

One of the challenges in genome-wide studies of early transcription elongation is defining the location of Pol II prior to it synthesizing sufficient RNA to uniquely map it in a genome. Because PIP-seq is a DNA-based assay, it does not require long, relatively stable RNA transcripts to identify elongating polymerase. Furthermore, since permanganate oxidizes single-strand thymines, PIP-seq should produce cleavage events preferentially on the nontemplate DNA. Therefore, if RNA is base-paired to its template DNA within the Pol II active site, then “T” nucleotides within this RNA/DNA hybrid are expected to be less reactive to permanganate than on the nontemplate (sense) strand (Fig. 2A). Moreover, since this is related to transcription, the strand bias of “T” reactivity should be stronger at highly transcribed genes.

**Figure 2.**
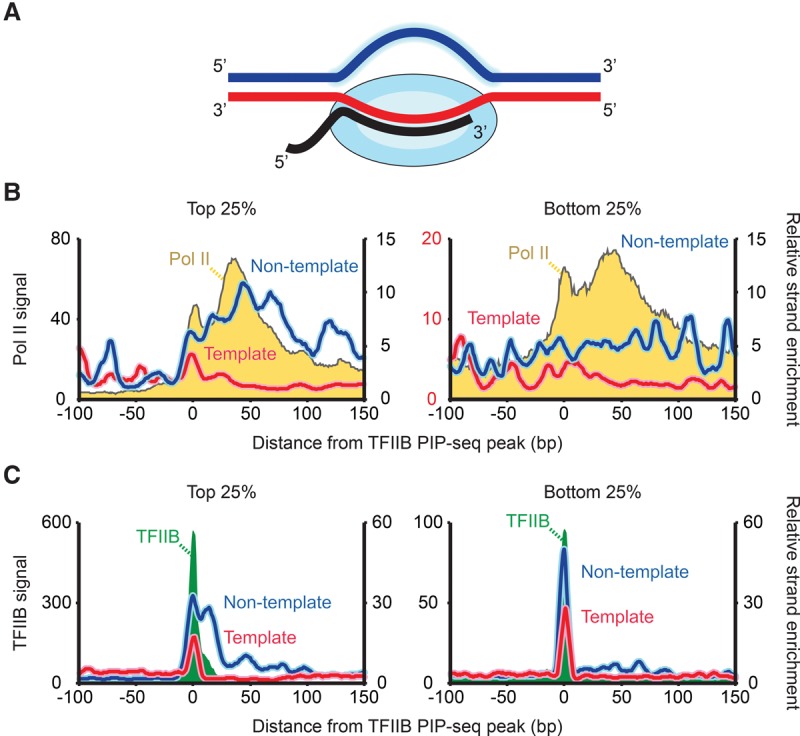
Pol II directionality measured by PIP-seq. (*A*) Cartoon depicting variable solvent accessibility at the Pol II active site driven by the presence of the transcribing complex and RNA. (*B*) Composite plot of Pol II PIP-seq tags separated by the top and bottom 25% of TFIIB PIP-seq occupancy (yellow) overlaid by strand-separated Pol II PIP-seq tags (blue and red). Separate strands are normalized by corresponding strand-separated −1 “A” tags to remove ChIP signal and leave only specific strand enrichment. The *y*-axes are scaled differently between the top and bottom 25% in order to better visualize the relative enrichment patterns. (*C*) Same as panel *B* but for TFIIB PIP-seq (green).

To test for strand bias, we generated composite plots of Pol II PIP-seq within the top and bottom quartile of TFIIB PIP-seq signal (Fig. 2B). To remove enrichments caused by ChIP and nonspecific piperidine cleavage, we normalized the permanganate-sensitive “−1 T” PIP-seq tag density to those of “−1 A,” which occurs at the same frequency as “T” but is insensitive to permanganate (Supplemental Figs. S4, S5). We confirmed the validity of this normalization by performing an equivalent PIP-seq data normalization of “−1 G” with “−1 C,” both of which reflect ChIP signals (Supplemental Fig. S8A), and also by performing an equivalent ChIP-exo normalization (Supplemental Fig. S8B). In all cases, the ChIP signal became fully normalized, as evidenced by the ratio around the TSS becoming essentially 1.0 (i.e., flat-lined traces at *y* = 1).

In accord with our strand-bias hypothesis, we observed substantially more Pol II PIP-seq tags on the nontemplate strand, particularly at highly transcribed genes (Fig. 2B, left panel, blue vs. red trace for top 25% of TFIIB PIP-seq signal). This bias of Pol II predominated immediately downstream from the TFIIB PIP-seq PIC location, which is where nascent RNA pairs with the template strand. The diminished bias at the PIC likely reflects the relative absence of RNA in the Pol II PIC active site.

A similar diminished bias was observed for TFIIB PIP-seq tags at the PIC site (Fig. 2C). However, a nontemplate strand bias was observed further downstream by ∼20 bp at highly transcribed genes (Fig. 2C, left panel). Beyond this distance, TFIIB was not particularly enriched, and so any residual bias may have little meaning. We speculate that the bias out to ∼20 bp may be caused by RNA–DNA hybridization protection within Pol II, perhaps through abortive initiation occurring while TFIIB is still within a crosslinkable distance to Pol II (Cabart et al. 2011; Sainsbury et al. 2013). That positional relationship is assumed to be lost further downstream within the PC.

The bias in “T” reactivity toward the nontemplate strand suggests that it might be used to define the direction of transcription, which would be particularly useful in its early stages where RNA is too short to uniquely map to the genome. To test this idea, we attempted to predict the direction of transcription for our 8134 TFIIB-defined PIC regions using the relative “−1 T” tag enrichment of Pol II PIP-seq data on the sense strand in the two candidate directions (i.e., the two 3′ directions relative to the PIC). In order to prevent the strand orientation prediction from being biased by divergent transcription, we compared the relative strand enrichment in a window smaller than the minimum distance observed for divergent transcription (<100 bp) (Core et al. 2014). We successfully predicted the direction of transcription 76% of the time, using GRO-cap as the gold standard for directionality. That number climbed to 85% for the top 25% TFIIB-bound initiation complexes. The number expected by chance is 50%, which is what we observed (53%) when using “−1 A” tags as a negative control. Beyond PIP-seq measurement error, the upper bounds of our estimates are necessarily limited by several external factors, including GRO-cap measurement error and the direction of transcription being a binary assessment rather than a scaled differential that occurs in a population of molecules.

### PIC and PC open complex organization is similar at ncRNA and mRNA promoter regions

While previous studies have shown the presence of the transcription machinery where ncRNA is produced (Core et al. 2014; Mayer et al. 2015; Nojima et al. 2015), it has not yet been investigated to what extent ncRNA PICs versus PCs exist and their level of similarity to those at mRNA genes. We therefore investigated whether the PIC and PC were differentially represented at the promoter regions of ncRNA compared with mRNA. 

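The 8134 TFIIB PIP-seq peaks fell into 5985 (73.6%) within 1000 bp of an annotated TSS, here called mRNA-associated, and 2149 (26.4%) farther away, here called ncRNA-associated. Peaks of the first class lay at the 5′ ends of genes: 41.7% in untranslated regions, 26.3% in intergenic DNA, 17.6% in introns, 11.4% in exons outside coding and untranslated parts, and 2.94% in coding exons. Of the second class, 946 were intergenic, 897 intronic, and 65 in untranslated regions. Of the mRNA-associated peaks, 3892 (65.0%, 95% Wilson interval 63.8 to 66.2) had the strand of their nearest TSS. These were centered a median of 4 bp downstream from it (quartiles −5 and 33), and 42.3% were within 10 bp of it. The other 2093 were on the opposite strand, at a median offset of −150 bp (quartiles −250 and −72), where negative values are upstream of the gene. The annotated TSSs were 69703 positions from 27353 of the 29989 genes with a curated RefSeq transcript. RefSeq TSS positions on hg19 were not used here.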

For this purpose, we focused on distal ncRNA that had its TSS being >1 kb from an annotated coding mRNA TSS. The resulting 2660 distal sites of transcription initiation were enriched for ncRNA production sites in enhancers.

Confirming their enrichment in enhancers regions, these ncRNA locations are predicted to be enhancers (53%) by ChromHMM (Supplemental Fig. S9A; Ernst et al. 2011) and are enriched with enhancer-associated EP300 (Supplemental Fig. S9B; The ENCODE Project Consortium 2012). Moreover, while being far from annotated TSSs, their nearest annotated genes tended to be involved in hematopoietic functions (Supplemental Fig. S9C; McLean et al. 2010). This is consistent with many of them being enhancers of genes that specify the myeloid origin of the K562 cell line used in these experiments. In contrast, the TFIIB-bound mRNA promoters were enriched for housekeeping processes (transcription and translation). 

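Genes of the erythroid and megakaryocytic lineages were the nearest coding genes of distal TFIIB-bound open complexes more often than their share of the genome predicts, although few distal complexes had such a gene nearest. Of 2120 distal peaks, which were ncRNA-associated and more than 1000 bp from the canonical TSS of any coding gene, 17 had 1 of the 47 listed erythroid and megakaryocytic genes as their nearest coding gene, compared with 4.88 expected from the share of distal genome nearest to these genes (3.48 times; exact two-sided binomial p = 1.4e-05, adjusted over 13 lists p = 1.9e-04). RUNX1, a regulator of blood cell development, was nearest to 4 of these peaks, and 13 remained without it. ANK1, which encodes the red cell protein ankyrin, MYB, a regulator of blood progenitors, and STAT5A, a mediator of cytokine signaling, were nearest to 3 peaks each. GYPC (glycophorin C) was nearest to 2, and HBE1 (epsilon globin) and TFRC (transferrin receptor) to 1 each. Their scores were low, with a highest of 10 at MYB.

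No other list passed this test, although several also exceeded their expected number. Mitochondrial ribosomal protein genes were nearest to 4 distal peaks (1.91 expected), and Pol II and general factor genes to 4 (2.26 expected). Splicing factor and proteasome genes were nearest to 2 each (1.03 and 1.58 expected), and monocytic and granulocytic genes to 1 (0.666 expected). By the same exact binomial test, cell cycle genes were nearest to 6 distal peaks (2.27 expected, adjusted p = 0.185), translation factor genes to 5 (2.01 expected, adjusted p = 0.230), cytosolic ribosomal protein genes to 4 (4.52 expected), lymphoid genes to 0 (3.02 expected, adjusted p = 0.270), neuronal genes to 1 (2.88 expected), and hepatocyte genes to 0 (0.655 expected). The GATA site AGATAAG, bound by the erythroid regulators GATA1 and GATA2, lay 60 to 10 bp upstream of 85 ncRNA-associated peaks, or 3.96% (95% Wilson interval 3.21 to 4.86), 7.56 times the share in scrambled sequences. It lay upstream of 32 mRNA-associated peaks, or 0.535%, 2.19 times the scrambled share. The nearest-gene test was chosen after the data were seen, and distal peaks near the same gene are not independent of each other. The GREAT annotation of Supplemental Fig. S9C was not used here.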

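Promoters of housekeeping genes carried TFIIB PIP-seq peaks far more often than coding genes as a whole. Of all coding genes, about 1 in 4 had a peak (4864 of 20136, or 24.2%, within 1000 bp of a TSS). Of 79 genes of cytosolic ribosomal proteins, 78 had a peak, with a median highest score of 22.5. RPS3A, of the small ribosomal subunit, had 248 (chromosome 4, 152020765 to 152020785), RPS12 had 182 (chromosome 6, 133135691 to 133135711), and RPL23, of the large subunit, had 139 (chromosome 17, 37009988 to 37010008). Of 39 translation factor genes, 32 had a peak. EEF1A1, the elongation factor that brings tRNA to the ribosome, had 152, and EEF2 and EEF1G had 41 and 39. Of 50 genes of Pol II and the general transcription factors, 25 had a peak. POLR2A, the largest subunit of Pol II, had 50 at a peak centered 6 bp upstream of its TSS. TAF11 and TAF12, subunits of TFIID, had 58 and 714, but these peaks were on the opposite strand, and that of TAF12 was at an offset of −298 bp from its TSS, so that its score is not shown to belong to the TAF12 promoter. Splicing factor genes had a peak in 28 of 35 cases (HNRNPA2B1 52, SRSF3 47, and SRSF7 36), mitochondrial ribosomal protein genes in 24 of 40 (MRPL18 28, MRPS6 21, and MRPS18B 21, the last on the opposite strand at −575 bp), cell cycle and replication genes in 17 of 27 (MYC 33, CDK1 21, and ORC1 12, the last in an intron 657 bp downstream of its TSS), and proteasome genes in 15 of 31 (PSMC4 13, PSMB2 11, and PSMA1 11, all on the opposite strand, at −278, −103, and −188 bp). Of 17 small nuclear RNA and small nucleolar RNA host genes, 16 had a peak. RNU5B-1, a U5 gene, had 586. Two-sided Fisher's exact tests against the other coding genes, adjusted over 13 lists, gave p = 3.7e-46 for ribosomal proteins, 2.6e-13 for translation factors, 1.5e-04 for Pol II and general factors, 2.3e-11 for splicing, 3.7e-06 for mitochondrial ribosomal proteins, 4.4e-05 for the cell cycle, 0.0080 for the proteasome, and 5.9e-09 for the small RNA genes.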

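Among gene lists of other lineages, only hepatocyte genes differed from the other coding genes in Fisher's exact test. Of 20 lymphoid genes, 1 had a peak (RAG1, a recombinase of antigen receptor genes, score 5 on the opposite strand; exact test, adjusted p = 0.0737). Of 15 monocytic and granulocytic genes, 2 had a peak, at the myeloid regulators SPI1 (score 9, on the opposite strand) and CEBPA (score 4; exact test, adjusted p = 0.545). Of 14 neuronal genes, 1 had a peak (GAD1, which makes the transmitter GABA, score 5; exact test, adjusted p = 0.229). None of 16 hepatocyte genes had a peak (exact test, adjusted p = 0.0257), and the 95% Wilson interval reaches 19.4%. Erythroid and megakaryocytic genes had a peak in 18 of 47 cases, with adjusted p = 0.0501 in the exact test, which was two-sided throughout. The embryonic and fetal globin genes HBE1 and HBG2 shared a peak with a score of 222, which was centered at 5526891 on chromosome 11, at the annotated start of long transcripts far from the globin coding regions. RUNX1 had a score of 30 at an intronic peak on its strand, at an offset of −6 bp from an annotated TSS. With a distance of 2000 bp, the erythroid and lymphoid lists came to adjusted p = 0.0499 and 0.0496 in the exact test, so neither call is firm.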

Taken together, these findings confirm that this collection of putative distal ncRNA PICs largely reside in enhancers and likely represent eRNAs. The ability of PIP-seq to identify transient transcriptional events such as eRNA production emphasizes its high sensitivity and its role as a potential complement to RNA-based assays, when uniquely mapping transcripts <20 bp in length to the genome (Scruggs et al. 2015) or where RNA is highly unstable.

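TFIIB PIP-seq peaks at mRNA-associated and ncRNA-associated sites in K562 cells had similar median scores, whereas the comparison of mean scores depended on how the classes were drawn. The median score was 6 at the former (n = 5985) and 5 at the latter (n = 2149), a difference of 0.26 in median log2 score (two-sided permutation test with 100000 resamples, p = 6e-05), which is the step between these whole numbers. The mean log2 score was higher at the former by 0.094, and by 0.011 with coding transcripts only. The mean score was 10.9 in both classes, but with coding transcripts only, a setting added after the data were seen, it was 9.41 at mRNA-associated and 14.3 at ncRNA-associated peaks. Scores of 100 or more occurred at 51 mRNA-associated and 21 ncRNA-associated peaks. Without the peaks at small nuclear and small nucleolar RNA genes, the means were 9.17 and 9.15, and with coding transcripts only 9.06 and 9.40. Only the TFIIB peaks were compared, and pause distances and Pol II tags were not analysed here.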

PICs and PCs were detected at both mRNA and distal ncRNA transcription units, with the pause distance being similar in both classes (Fig. 3A). However, PICs were proportionally more abundant relative to PCs at ncRNA than at mRNA. We interpret this as a result of either relatively greater stability of the ncRNA PIC and/or lower stability/formation of its PC. The known instability of ncRNA is consistent with the latter interpretation (Preker et al. 2008), but this assumes that RNA and PC instabilities are linked. GRO-cap RNA 5′ ends also aligned to the ncRNA TFIIB PIP-seq peaks, albeit with lower precision and abundance compared with mRNA genes (Fig. 3B). ncRNA transcription units also had a canonically positioned +1 nucleosome. Together these findings suggest that ncRNA PICs are organized similarly to mRNA PICs, although once initiated, their PC counterparts may be relatively unstable.

**Figure 3.**
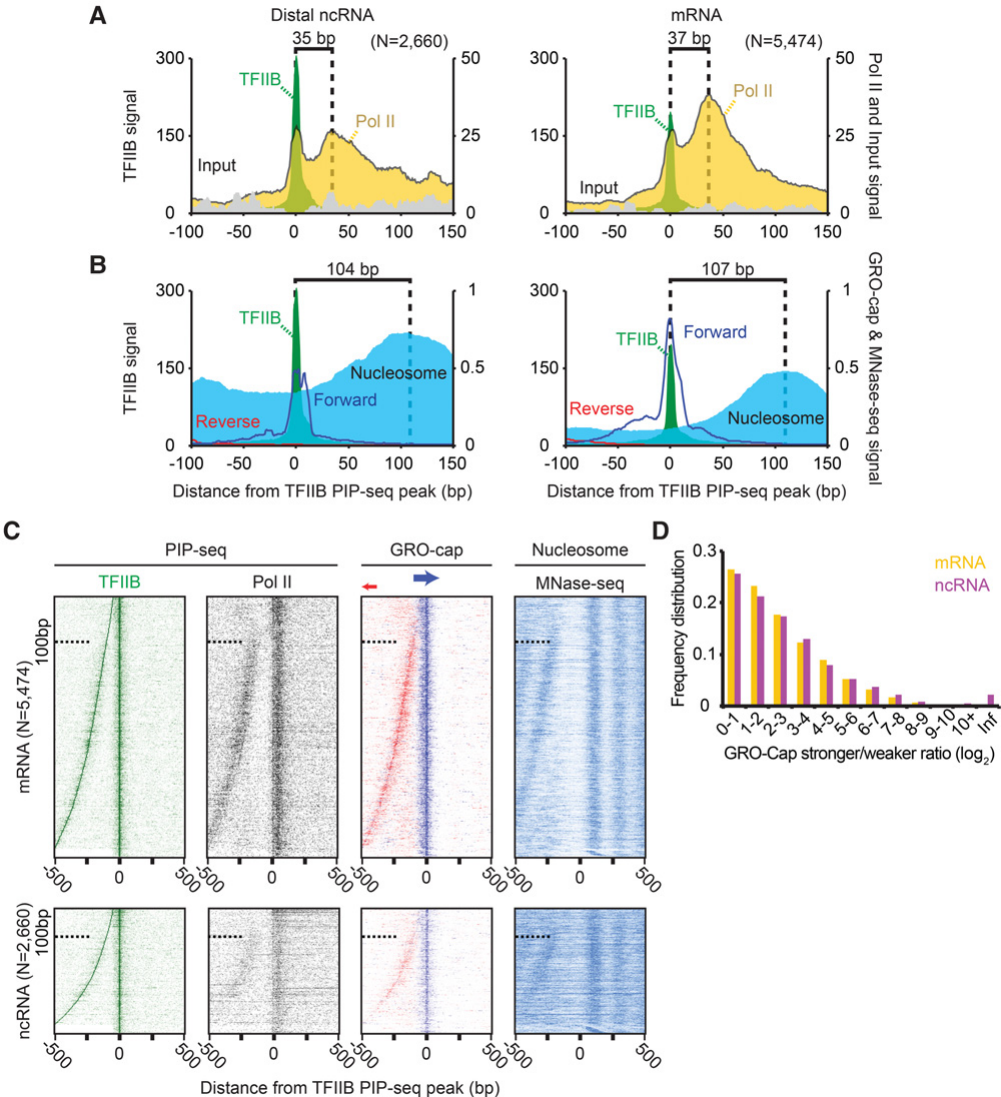
Equivalence of ncRNA and mRNA initiation complexes organization. (*A*) Composite plot of TFIIB, Pol II, and input PIP-seq at TFIIB PIP-seq peaks separated by ncRNA and mRNA proximity. Locations were considered ncRNA-associated (*left* panel; *N* = 2660) if located >1 kb from an annotated mRNA TSS and considered mRNA-associated (*right* panel; *N* = 5474) if <1 kb away. Dashed lines represent the distance between the TFIIB and Pol II PIP-seq local maxima. (*B*) Same as panel *A*, but displaying strand-separated GRO-cap RNA (blue and red lines) and nucleosomes. Dashed lines represent the distance between the TFIIB PIP-seq and MNase-seq local maxima. (*C*) Heatmap of TFIIB and Pol II PIP-seq, GRO-cap RNA, and nucleosomes sorted by the distance between the TFIIB PIP-seq peak and the closest TFIIB PIP-seq local maxima located between 50 and 500 bp upstream. (*D*) The log_2_ ratio of GRO-cap RNA on opposing strands (stronger/weaker) was binned, separated into mRNA and ncRNA classes, and plotted as a frequency distribution. Initiation complexes were assigned infinity (Inf) if there was no detected GRO-cap signal on one of the strands.

We identified TFIIB-bound open complexes just upstream of our detected mRNA and ncRNA PICs that matched the divergent, or bidirectional, transcription that has been previously characterized with RNA-based assays (Fig. 3C; Core et al. 2014; Duttke et al. 2015a; Mayer et al. 2015). These upstream open-complexes were also transcribed and linked to the positioning of a nucleosome downstream from its transcription as in the other TFIIB-bound open complexes. 

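Neighboring TFIIB PIP-seq peaks were mostly oriented away from each other. Of 1420 pairs of neighboring peaks 100 to 500 bp apart, 977 (68.8%) were divergent, 314 (22.1%) lay on the same strand, and 129 (9.08%) were convergent. With strands permuted within chromosomes, 25.0% of the pairs were divergent and 50.0% lay on the same strand. Among pairs on opposite strands, 88.3% were divergent (95% Wilson interval 86.3 to 90.1), compared with 50.0% after permutation (two-sided permutation test, p = 1e-04, the smallest that 10000 permutations can give). Of 1199 pairs of mRNA-associated peaks, 832 were divergent, which is 88.9% of those on opposite strands, and of 201 pairs of ncRNA-associated peaks 138 were, or 89.6% of those on opposite strands. The median distance of divergent pairs was 216 bp (quartiles 160 and 302), that of tandem pairs 251.5 bp, and that of convergent pairs 360 bp. Divergent ncRNA-associated peaks had a median distance of 184 bp, and mRNA-associated ones 224 bp.

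**Figure D3:**
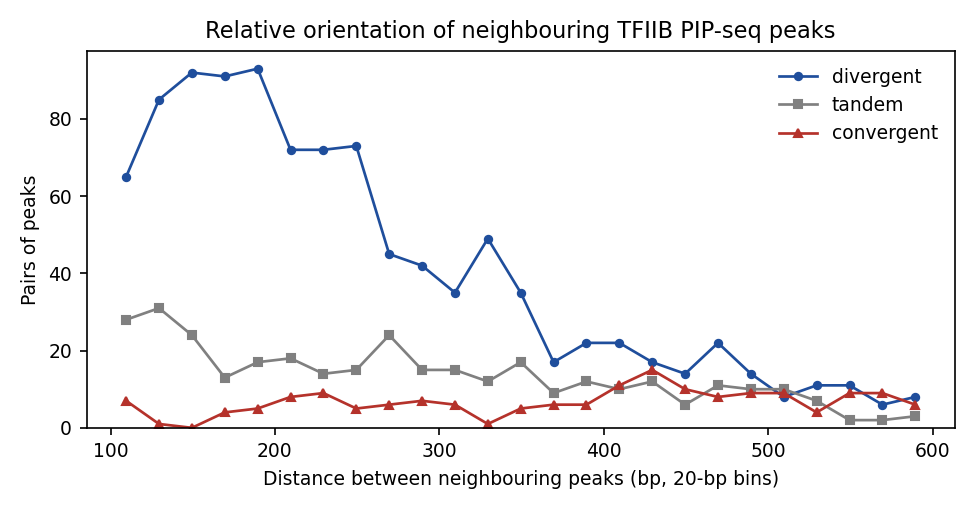
Number of pairs of neighboring TFIIB PIP-seq peaks against their distance in bins of 20 bp from 100 to 600 bp, for divergent (blue), tandem (gray), and convergent (red) pairs. Divergent pairs are most frequent at 180 to 199 bp, with 93 pairs compared with 17 tandem and 5 convergent.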

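Over all 8111 pairs of neighboring TFIIB PIP-seq peaks on a chromosome, the smallest distance between peak centers was 101 bp for divergent and for tandem pairs and 103 bp for convergent pairs. No pair was closer than 100 bp, and 56 exceeded this limit by 10 bp or less. The exclusion zone of the peak calling removes closer pairs of any orientation, so the list itself cannot hold them.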

We further found that such divergent PICs could be no closer than ∼100 bp from each other. Although TFIIB PIP-seq signal existed beneath this distance range, it was not validated by Pol II PIP-seq and GRO-cap, indicating that they were not bona fide PICs (see dashed line in each top of each panel in Fig. 3C), which is in agreement with previous results showing an average 110-bp distance between GRO-cap initiation (Core et al. 2014).

Transcription at mRNA genes is, on average, more frequent in the mRNA direction (Duttke et al. 2015a) but is thought to be roughly equivalent in both directions at the enhancers (Andersson 2015). We calculated the stronger/weaker log_2_ ratio of GRO-cap signal in the two directions and found the genomic variance in the divergence ratios to be essentially the same regardless of whether an mRNA was being synthesized (Fig. 3D). Thus, while the degree of bidirectionality can vary (Andersson et al. 2015; Duttke et al. 2015b), we find that this variance is equivalent at enhancers and mRNA promoters containing stable PICs.

### A blend of DNA sequence and structure define PIC locations

The accuracy and resolution of TFIIB PIP-seq in identifying PIC locations allowed us to examine the underlying DNA sequence features of PICs, which have been rather elusive at most promoters. Not surprisingly, MEME-ChIP analysis identified the known INR-element (YYANWYY) (Smale and Baltimore 1989) as the most overrepresented sequence. However, even using an extremely lenient motif *P*-value threshold of 1 × 10^−2^, which is two orders of magnitude less than the MEME suite software default, and a search space of 20 bp, FIMO found the INR motif at only ∼20% of the TFIIB-bound PICs, at both ncRNA and mRNA promoter regions. Thus, either the underlying PIC DNA generally lacks a sequence signature or the MEME model for motif searching was inadequate. 

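The INR consensus YYANWYY was present on the sense strand within the 20 bp around 1054 of the 8134 TFIIB PIP-seq peaks, or 13.0% (95% Wilson interval 12.2 to 13.7). In scrambled sequences the share was 6.95%, so that the peaks had it 1.86 times as often (one-sided permutation p = 0.001, the smallest that 1000 scrambles can give). Of the mRNA-associated peaks, 710 had the consensus (11.9%, interval 11.1 to 12.7, 2.06 times the scrambled share of 5.77%). Of the ncRNA-associated peaks, 344 had it (16.0%, interval 14.5 to 17.6, 1.56 times the scrambled share of 10.3%). Exact matches were counted. A matrix made from the consensus and read at a p-value of 0.01 takes the same 128 of all 16384 7mers. Over all peaks, the share counted on either strand was 22.1%, over 40 bp on the sense strand it was 22.4%, and over 10 bp it was 4.22%.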

To consider the latter possibility, we took a different approach by using a normalized log-likelihood ratio (Stormo 2000) to quantify all 7mer sequences within ±50 bp of a PIC according to how closely they resemble an INR consensus. As a negative control, the sequence in the same search space was scrambled and run in parallel.

Those 7mer sequences that were the most similar to an INR within the local search space showed particular enrichment within ±3 bp of a TFIIB PIP-seq-defined PIC (Fig. 4A, sorted by log-odds score and quantified in Fig. 4B). 

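INR-like sequence was concentrated at the centers of the TFIIB PIP-seq peaks. The mean log-likelihood ratio of 7mers against the INR matrix was 0.28 for those centered within 3 bp of the peak and −0.32 for those 11 to 50 bp away, a log2 difference of 0.59 (95% bootstrap interval 0.57 to 0.61). The difference in scrambled sequences was 4.8e-04 (one-sided permutation p = 0.001, the smallest that 1000 scrambles can give). Among genes of the fixed lists, the scores within 3 bp of the peak ranged from −1.44 at MRPS15 (mitochondrial ribosomal protein, chromosome 1, 36930106 to 36930126, on the opposite strand), −1.33 at SNRPD1 (spliceosomal Sm protein), and −1.30 at HBA1 (alpha globin, a locus with a near-identical copy) to 2.83 at RPL21 (ribosomal protein, chromosome 13, 27825685 to 27825705). RPL21, BCR (2.62), which forms the fusion oncogene of chronic myeloid leukemia and has its peak on the opposite strand within a coding exon, and RPL36 (2.34) were chosen after their values were seen. Each 7mer was scored on both strands against the base composition of its own 120-bp sequence with the higher value kept. The excess at the center was 0.61 on the sense and 0.40 on the antisense strand, 0.39 when compared with flank positions that have the same bases at −1 and +1, and 0.31 when averaged over 7mers within 10 bp of the peak.

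**Figure D4:**
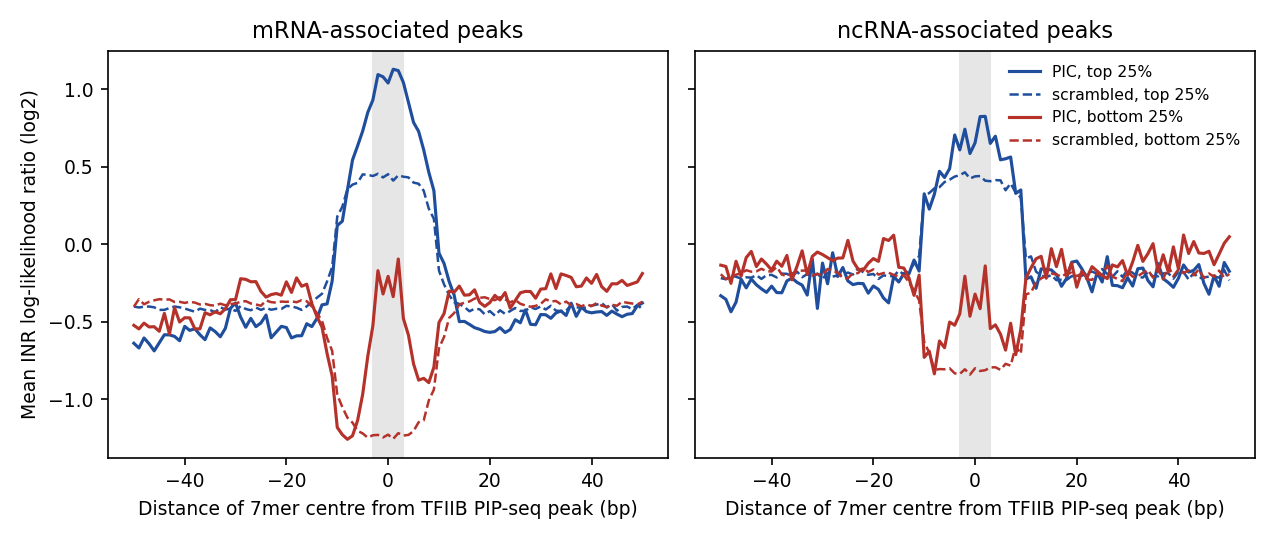
Mean INR log-likelihood ratio (log2) of 7mers against the distance of their center from the TFIIB PIP-seq peak (bp), for mRNA-associated (left) and ncRNA-associated (right) peaks. Solid lines are peak sequences and dashed lines scrambled ones, blue for the top and red for the bottom 25% by mean score of the 20-bp window, and the gray band marks 3 bp on each side; the solid lines rise at the center to 1.13 and −0.096 at mRNA-associated peaks and to 0.82 and −0.14 at ncRNA-associated peaks.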

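At the 5985 mRNA-associated TFIIB PIP-seq peaks, the mean INR log-likelihood ratio was 0.33 within 3 bp of the peak and −0.38 at 11 to 50 bp, an excess of 0.71. At the 2149 ncRNA-associated peaks it was 0.13 within 3 bp and −0.14 at 11 to 50 bp, an excess of 0.27. Over 1000 scrambles of the same sequences, the excess averaged 5.7e-04 for the former and 2.2e-04 for the latter, and never exceeded 0.046 and 0.066. Both classes therefore reached p = 0.001 (one-sided permutation test), the smallest that this number of scrambles can give.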

The same was true at both mRNA and ncRNA open complexes and was not observed for the scrambled control sequences.

**Figure 4.**
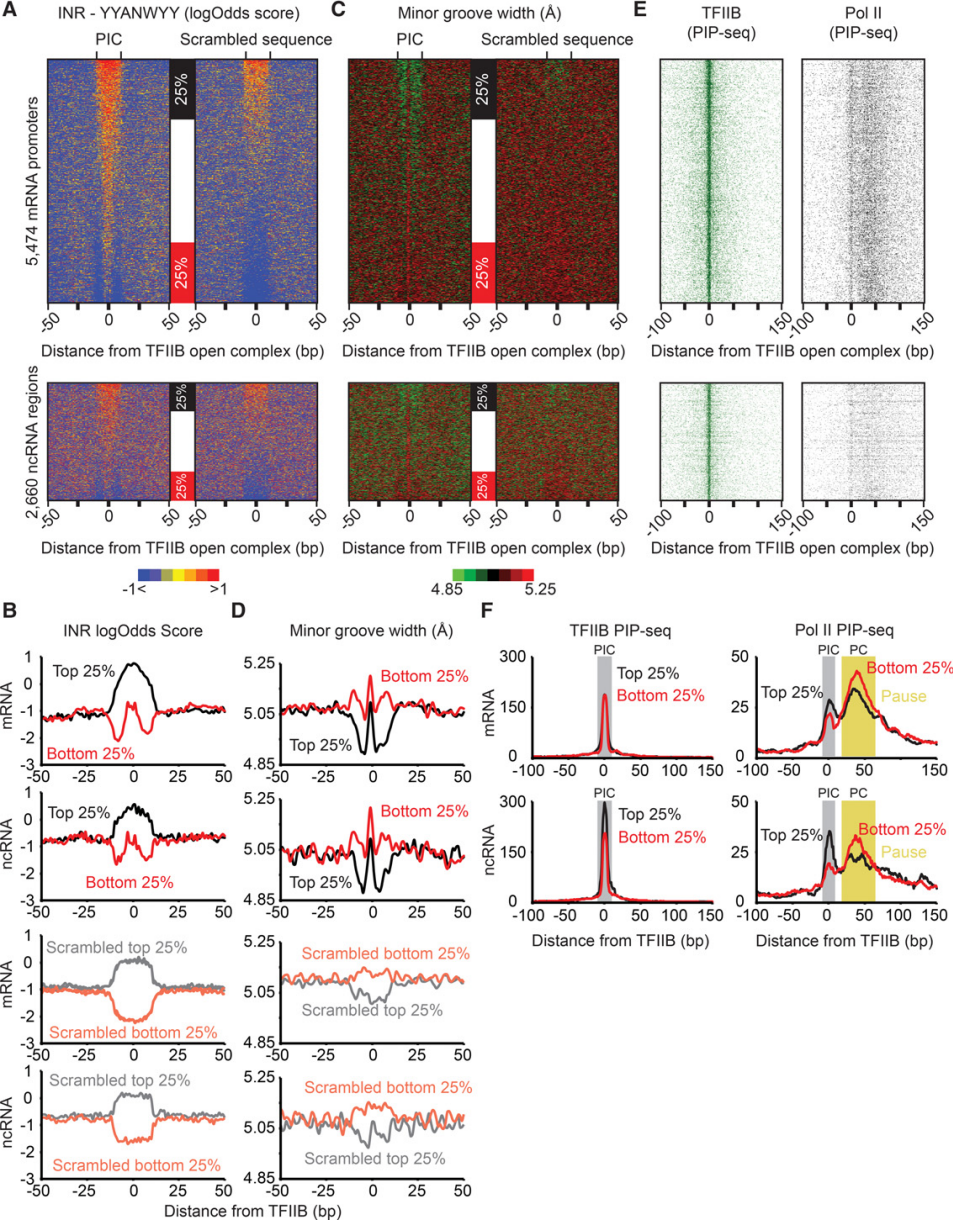
Genomic DNA architecture of PICs. (*A*) Genomic sequences (100 bp in each row) surrounding TFIIB PIP-seq peaks (*N* = 8134) or their scrambled 100-bp counterparts were scanned with the YYANWYY (IUPAC nomenclature) (Smale and Baltimore 1989) consensus in a sliding window to calculate log-likelihood ratios (Stormo 2000). Rows for the PIC and scrambled sequence were then sorted independently of each other based on the average score in a 20-bp window that was centered on each TFIIB peak. (*B*) The top and bottom 25% of rows from panel *A* were used to generate composite plots. (*C*) Minor groove widths were calculated (Zhou et al. 2013) for the sequences defined in panel *A* and sorted based on panel *A*. (*D*) The top and bottom 25% of rows from panel *C* were used to generate composite plots. (*E*) TFIIB and Pol II PIP-seq tags were aligned and sorted based on panel *A*. (*F*) The top and bottom 25% of rows from panel *E* were used to generate composite plots. The initiation and pause regions are highlighted in gray and yellow, respectively.

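The 2033 TFIIB PIP-seq peaks with the lowest mean INR score in the 20-bp window formed the bottom 25%. They scored higher at the peak than in the ring next to it. With both classes pooled, they scored no higher at the peak than farther away. Their mean log-likelihood ratio was −0.31 within 3 bp of the peak and −0.85 at 4 to 10 bp, a log2 difference of 0.54, whereas it was −0.31 at 11 to 50 bp. Scrambled sequences sorted in the same way had −1.15 within 3 bp and a difference of −0.13 (one-sided permutation p = 0.001, the smallest that 1000 scrambles can give). The bottom 25% of mRNA-associated peaks (n = 1496) had a difference of 0.63, compared with −0.14 after scrambling. That of ncRNA-associated peaks (n = 537) was 0.23, compared with −0.089. Scored on the sense strand only, the difference over all peaks was 0.16. Sorted on a 10-bp window, which lies mostly within the center, the difference was −0.19, compared with −0.75 in scrambled sequences. With the 20-bp window, mRNA-associated peaks had −0.31 within 3 bp and −0.36 at 11 to 50 bp. The ncRNA-associated peaks went the other way, with −0.36 within 3 bp and −0.11 at 11 to 50 bp.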

Surprisingly, the centering of the locally best 7mer precisely on TFIIB PIP-seq peaks was quite evident, even where the absolute INR-like scores were no different than the random average (bottom 25% in Fig. 4A,B, as demarcated by red boxes). In these cases, the flanks were enriched with very low scoring 7mers, well below the genomic average, and thus may have “anti-INR” character. 

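Among the bottom 25% of TFIIB PIP-seq peaks, low-scoring 7mers lay close to the peak on both sides. The mean INR log-likelihood ratio at 4 to 10 bp was −0.93 for mRNA-associated peaks, compared with −0.36 at 11 to 50 bp. For ncRNA-associated peaks the values were −0.60 and −0.11. Averaged over the 2033 sequences of this group, the 4- to 10-bp ring was lower than the outer positions, with a difference of −0.54. Sorted scrambled sequences had −0.66. Windows moved 40 bp off the peaks and sorted on their own 20-bp score had −0.67 (upstream) and −0.63 (downstream). The outer positions of these moved windows include the peak itself, which lowers their difference.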

No such centering pattern was observed with the scrambled control sequences. Thus, in a large proportion of cases, the open complexes were residing at the best INR-like sequence in the local vicinity, despite them being essentially no different from a random sequence on a genomic scale. Such elements would therefore have only local context specificity since the surrounding sequence may be more refractory to maintaining the open strand-separated state. 

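Of the 8134 TFIIB PIP-seq peaks, 13.5% (95% Wilson interval 12.7 to 14.2) had the most INR-like 7mer of the surrounding 50 bp on each side within 3 bp of the peak, compared with 6.92% of scrambled sequences. The share was 14.3% at mRNA-associated peaks (2.07 times the scrambled share) and 11.1% at ncRNA-associated peaks (1.61 times). All 3 reached the smallest one-sided permutation p that 1000 scrambles can give, 0.001. From the centering in the bottom 25% and its absence in scrambled sequences, the paper concludes that open complexes reside at the best INR-like sequence nearby in a large proportion of cases. It holds this even where that sequence is ordinary for the genome. The 13.5% here is above the scrambled share but a minority of the peaks. In the bottom 25%, the mean score was −0.31 within 3 bp and −0.31 at 11 to 50 bp, and the share with the best 7mer was not computed. The paper also makes a proposal on the cause. It proposes that such elements have local specificity since the surrounding DNA may be more refractory to staying open.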

If true, INRs (focused initiation) might utilize globally nonspecific sequences embedded in an “anti-INR” environment, thereby making them locally specific.

Those INR-like 7mers that scored the highest on an absolute scale (Fig. 4A, top 25% of the upper and lower panels; Fig. 4B, black traces) had a relatively broad enrichment compared with the bottom 25%. 

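The top 25% of TFIIB PIP-seq peaks by INR score (n = 2033) scored highest near the center of the 20-bp window and lower toward its edges. Their mean log-likelihood ratio was 0.98 within 3 bp of the peak and 0.48 at 4 to 10 bp, and it fell to −0.44 at 11 to 50 bp. Sorted scrambled sequences had 0.43, 0.32, and −0.34 at these distances. The difference between the center and the 4- to 10-bp ring was 0.50, compared with 0.12 after scrambling (one-sided permutation p = 0.001, the smallest that 1000 scrambles can give). For mRNA-associated peaks the scores were 1.06 at the center and 0.51 in the ring. For ncRNA-associated peaks they were 0.70 and 0.41. At 10 bp upstream, mRNA-associated peaks had 0.12, compared with 0.18 in sorted scrambled sequences. The ncRNA-associated peaks had 0.32 there, compared with 0.31. The sorting uses the same 20-bp window, which raises the ring in the peak and scrambled sequences alike, and the difference was 1.15 with a 10-bp and 0.28 with a 40-bp sort window.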

Since Pol II interacts with the minor groove of DNA within the open complex (Barnes et al. 2015), we investigated whether changes in minor groove width might provide additional local specificity. For this, we used a computational DNA shape predictor (Zhou et al. 2013). We observed that PIC regions having the highest and broadest stretch of log-likelihood INR similarity based on DNA sequence (Fig. 4A, top 25% of the upper and lower panels; Fig. 4B, black traces), and thus would seem to have less local discrimination, were nonetheless enriched with a narrowly focused short stretch of relatively wide minor groove (Fig. 4C, top 25% of the upper and lower panels; Fig. 4D, black traces). This enrichment was concentrated within a few base pairs of PIC locations (TFIIB PIP-seq peaks) and flanked by local regions having a narrower minor groove.

One characteristic of these high-scoring INR-like regions was not so much a wide minor groove on an absolute scale (they were about average), but instead, their flanks were predicted to have narrower minor grooves (Fig. 4D). This pattern was analogous to what was observed in regions having essentially random INR-like scores (Fig. 4A) but flanked by anti-INR sequences.

Taken together, these results suggest that PICs largely reside on “average nonspecific” DNA that is flanked by local DNA having properties that comparatively resist supporting an open complex. This resistance may include an avoidance of INR-like sequences and having a narrower minor groove. Importantly, this is a local property that is not likely to provide global recruitment specificity, but rather provides local specificity. Nevertheless, a small but substantial fraction of open complexes do reside at consensus INR elements. 

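Consensus INR elements lay preferentially just downstream from the center of the TFIIB PIP-seq peak. The A of YYANWYY was most often at +1, in 138 peaks or 1.70%, which is 3.30 times the mean of 0.514% per position at 11 to 50 bp. At the base level, 32.5% of the peaks had an A at +1 (95% Wilson interval 31.4 to 33.5) and 35.2% had a T at −1 (interval 34.2 to 36.3). Peaks were called from tags with a T at −1, which may by itself favor these bases, the A through tags of the opposite strand. The position of the consensus was not tested against positions with the same bases, so its +1 preference may come from this filter. Genes with a consensus INR at their peak included RPS3A, a ribosomal protein gene, with the sequence CGACTCCCACTTCCGCCCTTT centered 1 bp upstream of its TSS on chromosome 4, and PSMA1, a proteasome gene, at a peak on the opposite strand from 14665341 to 14665361 on chromosome 11. H2BC11, a histone H2B gene that was chosen after its values were seen, had one at a peak from 27100574 to 27100594 on chromosome 6 (CGCCTTGTCATACCCTGCTCA).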

We envision a genome-wide continuum whereby some balance of core INR-like sequence and minor groove shape are flanked by opposing sequences so as to stand out and provide local specificity. Since we did not observe differences in PIC occupancy at strong versus weak INRs (Fig. 4E), we surmise that the entire continuum accommodates PIC formation. However, the PIC/PC ratio was higher where PICs were embedded in relatively strong INR-like sequences (Fig. 4F, right panels). Therefore, INR-like sequences might regulate PIC-to-PC conversion, particularly if they influence transcription initiation efficiency.

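TFIIB PIP-seq peak scores were slightly higher at strong than at weak INRs. The top 25% of peaks by INR score had a mean log2 score of 2.80 and the bottom 25% had 2.70 (n = 2033 each), with median scores of 6 and 5. The difference was 0.095 (95% bootstrap interval 0.044 to 0.15), or 1.07-fold (two-sided permutation test with 100000 resamples, p = 4.4e-04). At mRNA-associated peaks the difference was 0.14 (permutation p = 3e-05), and at ncRNA-associated peaks 0.029 (interval −0.070 to 0.13, p = 0.565). A permutation test of the difference between the classes, chosen after both values were seen, gave p = 0.0716. Across all peaks, which are not independent replicates, the Spearman correlation of INR score and peak score was 0.056 (permutation p = 2e-05, adjusted over 12 relations p = 2.7e-05). That of the number of T's within 10 bp and peak score was 0.10. A relation with INR strength apart from T content was not tested. Peaks with the exact INR consensus had a mean log2 score higher by 0.17 than peaks without it, or 1.12-fold (n = 1054 and 7080, permutation p = 1e-05, the smallest that the resamples can give).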

## Discussion

Pervasive transcription has diverse functions throughout the genome, and is typically studied through RNA-based assays (Core et al. 2014; Mayer et al. 2015; Nojima et al. 2015; Scruggs et al. 2015). These assays, while sensitive and of high resolution, are limited in requiring ∼20 bp or more of transcribed RNA for unique mappability to the mammalian genome. PIP-seq, in contrast, involves DNA fragmentation to >100 bp, and so the generated fragment sizes do not suffer from mappability concerns. Moreover, the 5′ ends of PIP-seq reads identify open complexes at single-nucleotide resolution. We find that PIP-seq is capable of identifying open PICs genome-wide at a resolution that exceeds the high-resolution DNA-based ChIP-exo assay. 

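The DNA at TFIIB PIP-seq peaks held more thymine than its surroundings. T made up 27.3% of the sense-strand bases within 3 bp of the peak (95% Wilson interval 26.9 to 27.7) and 20.7% of those at 11 to 50 bp. At mRNA-associated peaks the shares were 26.9% and 19.5%, and at ncRNA-associated peaks 28.4% and 23.9%. A rose as well, with 22.5% over all peaks within 3 bp and 17.8% at 11 to 50 bp, whereas G and C fell. Peak scores varied weakly with the number of T's within 10 bp of the center. The mean log2 score was 2.67 at the 1205 peaks with 0 to 2 T's, 2.75 at the 2317 peaks with 5 to 6, and 3.00 at the 735 peaks with 9 to 21. The Spearman correlation across all peaks was 0.10 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give, and 1.5e-05 adjusted over 12 relations). It was 0.12 at mRNA-associated peaks and 0.084 at ncRNA-associated peaks. This relation was computed after the data were seen, and peaks are not independent replicates. Only called peaks enter it, each of which needed tags with a T at −1. Scores also fell with the GC percent of the 120-bp sequence. The Spearman correlation was −0.066 over all peaks, −0.11 at mRNA-associated, and −0.13 at ncRNA-associated peaks. With the number of T and A bases within 10 bp it was 0.070, 0.11, and 0.056. A relation with T's apart from base composition was not tested.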

Although PIP-seq relies on the presence of a single-stranded thymine in an open complex for detection, the overall quantity of T's did not affect the signal at detected complexes. While RNA-based assays are well suited for assigning directionality of a transcribing complex, in situations where insufficient RNA is available, PIP-seq takes advantage of the differential permanganate reactivity of the template (being hybridized to RNA) and transcribed strand so as to define the orientation of Pol II on the DNA.

Our analyses of TFIIB and Pol II PIP-seq data reveal the capability of PIP-seq to spatially separate PICs from PCs, further supporting the assay's high sensitivity. At mRNA genes, steady-state levels of PCs far exceed PIC levels, which supports the notion that PICs are rapidly converted to PCs. This contrasts with ncRNA promoters where PCs are relatively less abundant, perhaps owing to greater ncRNA/PC turnover. Nevertheless, we find that ncRNA, whether arising from enhancer regions or from divergent transcription upstream of mRNA promoters, is associated with PICs and PCs in a manner that is qualitatively no different than at mRNA promoters. This includes unequal levels of transcription in the two directions, which contrasts with views of enhancers that assume directional equality when performing enhancer averaging (Andersson et al. 2014). At mRNA genes, transcription is often more active in the sense direction compared with upstream in the divergent direction. This ratio of transcription in the two directions, however, varies considerably from gene to gene (Duttke et al. 2015a). The same is true at enhancers, where transcription in one direction is typically more active than in the divergent direction.

Upon examination of GRO-cap data in relation to our high-resolution PICs, we identified focused and dispersed transcription initiation events (Fig. 5; Juven-Gershon et al. 2008; Juven-Gershon and Kadonaga 2010). In contrast to previous reports that these two modes of transcription occurred at different promoters, we find them co-occurring within the same promoter (Carninci et al. 2006; Lenhard et al. 2012). However, they are not likely to be simultaneously on the same promoter DNA molecule, due to steric occlusion.

**Figure 5.**
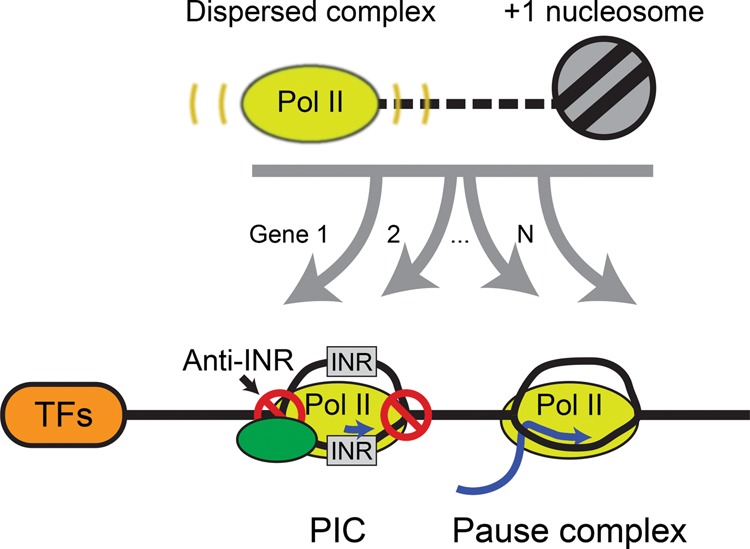
Alternative models of transcription initiation. Cartoon model displaying the proposed regulatory factors of diffuse and focused transcription at TFIIB-bound initiation complexes. After initial recruitment of the initiation complex to a region, initiation may occur at the optimal TSS (focused initiation). Dispersed nucleosome-linked initiation may result from the presence of a transcriptionally permissive region with a downstream nucleosome serving as a boundary element. Alternatively, disperse transcription may operate in a local region resulting in a positioned downstream nucleosome.

Intriguingly, while dispersed transcription initiation sites appear to be linked to positions of the +1 nucleosomes, this is not the case for focused initiation sites. We suspect that distinct mechanisms give rise to these two classes, although they are not necessarily independent events. When examining the underlying DNA sequence at focused initiation complexes, the TFIIB-bound PICs were enriched for an INR-like sequence relative to the local sequence. This ranged from canonical INRs to random sequences that were flanked by anti-INR sequences. Additionally, regions that possessed a broader set of INR-like DNA were indeed further discriminated by a locally wide minor groove flanked by DNA having a relatively narrow minor groove. While we did identify TATA-elements upstream of PICs at the expected location (∼30 bp), we did not find them enriched beyond previously described levels (Carninci et al. 2006). 

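TATA elements were present at few of the TFIIB PIP-seq peaks. The sequence TATAWA started 35 to 20 bp upstream of 233 of the 8134 peaks, or 2.86% (95% Wilson interval 2.52 to 3.25), compared with 0.297% in scrambled sequences, a 9.66-fold difference (one-sided permutation p = 0.001, the smallest that 1000 scrambles can give). The most frequent start was 31 bp upstream, in 32 peaks, whereas positions 10 to 55 bp downstream had a mean of 0.804 peaks each. The share was 2.89% at mRNA-associated peaks (173 peaks, 15.6 times the scrambled share) and 2.79% at ncRNA-associated peaks (60 peaks, 4.59 times). Against scrambles that keep dinucleotides, the ratios were 28.9 for all, 43.1 for mRNA-associated, and 14.8 for ncRNA-associated peaks.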

We also identified enrichment for known vertebrate transcription factor DNA motifs having positions immediately upstream of and positionally linked to focused PICs, thereby implicating them in forming PIC (and PC) positions, which contrasts to an apparent lack of linkage to dispersed initiation.

The combination of dispersed nucleosome-linked transcription initiation surrounding a focused site of transcription at the locally best core INR-like sequence (Fig. 5) offers two general mechanisms of PIC assembly. Both mechanisms are assumed to involve activators recruiting PIC components to generally accessible promoter regions as the primary determinant of activation, although that aspect is not addressed here. Beyond recruitment, in the first mechanism PIC components recognize INR-like sequences and minor groove architecture to set the location of relatively stable open DNA and thus PIC positioning. This creates a focused transcription initiation site and is defined by DNA sequence and shape. The focused site is not necessarily where DNA melting initiates but rather is where it is sufficiently long lived to detect and direct transcription initiation. This focused initiation is coupled to a PC over a variable distance (20–60 bp) downstream, which is mostly upstream of an adjacent +1 nucleosome. In accordance with a model proposed in *Drosophila* (Kwak et al. 2013), we observed that the +1 nucleosome is not positionally linked to the predominant PC density and thus is not likely to be the primary barrier that defines the pause site for PCs that arise from focused initiation, nor a means to position the +1 nucleosome.

The second initiation mechanism derives from the observation that dispersed GRO-cap transcription initiation sites were positionally linked to +1 nucleosome positions and thus raises the question of causality. From one perspective, +1 nucleosome positioning might establish PIC positioning, akin to a yeast model (Rhee et al. 2014). Thus, dispersed +1 positioning creates dispersed PICs, possibly through direct engagement or by establishing accessibility barriers. Studies in yeast showing chromatin-mediated regulation of divergent transcription further support the role of nucleosome positioning in regulating levels of diffuse transcription (Marquardt et al. 2014). From a reciprocal perspective, dispersed initiation events might occur first, thereby leading to +1 nucleosome positioning, akin to what is suggested in *Drosophila* (Gilchrist et al. 2010). If transcription initiation drives nucleosome positioning, such nucleosomes would need to remain stable in the relatively long time intervals between initiation events. This seems inconsistent with promoter-proximal nucleosomes being quite dynamic (Dion et al. 2007; Rhee et al. 2014).

While we assume that dispersed PICs actually form, we were unable to detect them or a downstream PC distinct from the one linked to the focused PIC using PIP-seq. We do not think this is entirely an issue of technical sensitivity since dispersed and focused initiation as measured by GRO-cap occurred with similar frequency, and so trends observed with GRO-cap should have been evident in the PIP-seq data. Instead we are led to surmise that PICs and PCs from dispersed initiation either do not form at all or are very short-lived compared with focused PICs and their downstream PCs. Another possibility is that PC formation resulting from dispersed initiation occurs at the same location as the PC arising from focused initiation.

Our analysis is not inconsistent with prior work in *Drosophila*, where the +1 nucleosome was deemed to be a barrier to Pol II transit (Teves et al. 2014; Weber et al. 2014). That study was based on the positional enrichment of short Pol II–associated nascent RNA 3′ ends with +1 nucleosome positions that were also reported to be distinct from pausing. These “stall” sites generally occurred downstream from where Pol II pauses. Accordingly, Pol II likely encounters a second nucleosomal-based barrier after the primary pausing event, which involves nonnucleosomal pausing factors. This second barrier appears small relative to that encountered upon pausing.

## Methods

### Generation and sequencing of PIP-seq and ChIP-exo libraries

#### PIP-seq

PIP-seq was performed as previously described (Li et al. 2013) with chromatin from 50 million K562 cells (ATCC) grown in standard conditions (DMEM) and crosslinked with 1% formaldehyde. ChIP was performed in a volume of 750 µL after lysis and sonication, using 9 µg of TFIIB antibody (Santa Cruz, sc-225) and 3 µg of Pol II antibody (Santa Cruz, sc-899), respectively, conjugated to Protein G MagSepharose beads (GE Healthcare). Libraries were amplified with 16 cycles of PCR before size selection by gel excision.

#### ChIP-exo

ChIP-exo was performed as previously described (Rhee and Pugh 2012a) with chromatin from 20 million K562 cells (ATCC) grown in standard conditions and then treated with 1% formaldehyde prior to lysis and sonication. Three micrograms of Pol II antibody (Santa Cruz, sc-899) and 10 µg of TFIIB antibody (Santa Cruz, sc-225) were conjugated to Protein G MagSepharose beads (GE Healthcare) and used for ChIP. ChIP-exo libraries were amplified using 18 cycles of PCR followed by size selection by gel excision.

#### DNA sequencing

PIP-seq libraries were sequenced on a HiSeq 2000 producing 40-bp single-end reads (tags). ChIP-exo libraries were sequenced on an Illumina NextSeq 500, producing (2 × 40 bp) paired-end reads. All alignments to hg19 were performed with BWA using default parameters (Li 2013). Alignment to hg38 is not expected to significantly alter conclusions because findings were not dependent on alternative contig alignment. All PIP-seq aligned reads were then filtered such that all subsequent analysis and visualization was performed on reads that possessed a −1 5′ “T” unless otherwise stated.

### TFIIB-bound PIC calling

The genetrack peak-caller was run on TFIIB PIP-seq reads using s5 e20 parameters and a tag cutoff equivalent to *P* < 1 × 10^−5^ Poisson probability (Albert et al. 2008). Initial peaks were then filtered to remove known blacklist regions and peaks containing a significant (*P* < 1 × 10^−6^) amount of input PIP-seq tags (The ENCODE Project Consortium 2012). Putative TFIIB-bound peaks were further filtered by TFIIB ChIP-exo tags using a tag cutoff equivalent to a *P* < 1 × 10^−4^ Poisson probability in a 100-bp window around the peak. TFIIB PIP-seq peaks were then filtered to retain those that were associated with transcriptional activity, using GRO-cap tag counts in a 100-bp window around each TFIIB PIP-seq peak with a Poisson cutoff of *P* < 1 × 10^−5^. The strand of each peak was assigned based on the higher GRO-cap strand signal. PICs were next filtered with a 100-bp exclusion zone relative to each other, resulting in 8134 total peaks. For mRNA and ncRNA comparisons, peaks were split into two separate groups based on their proximity (within ±1 kb) to RefSeq TSSs using BEDTools (Pruitt et al. 2007; Quinlan and Hall 2010). This resulted in 5494 mRNA peaks and 2640 ncRNA peaks.

### TFIIB ChIP-exo peak calling

TFIIB ChIP-exo strand-specific peaks were called using the genetrack peak-caller with the s5 e20 parameters on the separate forward and reverse strands (Albert et al. 2008). Strand separate peaks were then paired and merged into a single peak under the requirement they be 0–80 bp 3′ from each other on separate strands. Strand separate peaks that did not possess a paired mate were excluded from further analysis. TFIIB ChIP-exo peak pairs were then filtered using GRO-cap tag counts in a 100-bp window around each TFIIB ChIP-exo peak pair with a Poisson cutoff of *P* < 1 × 10^−5^. Peaks were then split by a TFIIB PIP-seq tag cutoff equivalent to *P* < 1 × 10^−5^ Poisson probability into TFIIB ChIP-exo peaks passing PIP-seq threshold and those that did not. One thousand random coordinates were generated using the *bedtools random* command on the hg19 genome (Quinlan and Hall 2010). Both sets of peaks were filtered to remove known blacklist regions (The ENCODE Project Consortium 2012).

### Nucleosome calls

MNase-seq data from K562 cells were downloaded from the ENCODE Project Consortium (ENCSR000CXQ), and all biological replicates were merged (Kundaje et al. 2012). Aligned reads were shifted 80 bp from the 5′-to-3′ direction and piled up relative to all called PICs. Piled tags were subsequently smoothed using an 80-bp sliding window. The +1 nucleosome was then defined as the first local maxima detected downstream from the PIC.

### Detection of enriched motifs

Position weight matrices (PWMs) of the JASPAR 2016 vertebrate motifs were downloaded from the JASPAR database (Mathelier et al. 2016). Sequences were extracted in a 2-kb window around called PICs, and a control data set was generated by scrambling those sequences. PWMs were scanned across both data sets, with a *P* < 1 × 10^−4^, using FIMO at default parameters (Grant et al. 2011). Motif hits were then aligned relative to PICs.

### PIP-seq transcriptional orientation assignment

The 8134 called PIC regions were assigned a random strand orientation. Transcription directionality was then predicted by comparing the sum of −1 “T” reads from the downstream (20 to 100 bp) forward strand of the PIC to the sum of the reads upstream (−20 to −100 bp) reverse strand of the PIC. If the higher sum existed downstream, the random orientation was maintained; otherwise, the orientation was switched. The identical analysis was performed using the −1 “A” reads as a negative control. The GRO-cap predicted orientation was used as the gold standard for comparison.

### Detection of divergent PIC formation

Divergent PICs were identified by searching for the local TFIIB PIP-seq tag maxima 50–500 bp upstream of the called TFIIB PIP-seq peak. The log_2_ ratio of divergent transcription was determined by calculating the absolute value of the log_2_ ratio between the maximum GRO-cap tag peak of the forward and reverse strand in a ±500-bp window relative to the TFIIB called PIC.

### INR-element detection

Sequences in 20-bp windows around the TFIIB PIP-seq peaks were extracted using BEDTools (Quinlan and Hall 2010) and scanned for overrepresented motifs using MEME-ChIP (Machanick and Bailey 2011) with *P* < 1 × 10^−4^ and default parameters. The control data set was generated by randomly scrambling the DNA sequence of the PIC regions in order to remove nucleotide position information while retaining the local nucleotide content. Log-likelihood ratio (Stormo 2000) scoring was performed on 100-bp window of DNA sequences centered on the TFIIB PIP-seq peaks, comparing similarity to the INR consensus motif (YYANWYY) (Smale and Baltimore 1989) using a custom Perl script. Importantly, the local nucleotide background was calculated for each row independently. The log-likelihood score for each base pair is the higher of the score for the forward- and reverse-complement strand at the same position. Heatmaps were then sorted by the average INR log-likelihood ratio in a peak-centered 20-bp window.

### DNA-shape analysis

Minor groove width prediction was performed on a 100-bp window centered on TFIIB PIP-seq peaks for each peak using data from the DNAShape webserver (Zhou et al. 2013).

## Data access

All sequencing files and peak files from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo) under accession number GSE76955. Custom code used in analysis with sample inputs is available in the Supplemental Material (Supplemental Code).

## Competing interest statement

B.F.P. has a financial interest in Peconic, LLC, which utilizes the ChIP-exo technology implemented in this study and could potentially benefit from the outcomes of this research.

## Supplementary Material

Supplemental Material

# Supplementary material for: Genome-wide uniformity of human ‘open’ pre-initiation complexes
**Source:** Genome Res. 2017 Jan;27(1):15–26. doi: 10.1101/gr.210955.116
**Supplement:** Supplemental Material

Genome-wide uniformity of human ‘open’ pre-initiation complexes — Genome-wide uniformity of human ‘open’ pre-initiation complexes — Supplemental Material 

# Genome-wide uniformity of human ‘open’ pre-initiation complexes

## Supplemental Material

- Supplemental\_Code.tar.gz
- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S9.pdf
- Supplemental\_Fig\_S10.pdf
- Supplemental\_Table\_S1.pdf

# Supplementary material for: Genome-wide uniformity of human ‘open’ pre-initiation complexes
**Source:** Genome Res. 2017 Jan;27(1):15–26. doi: 10.1101/gr.210955.116
**Supplement:** Supplemental Material

Supplemental Fig S2

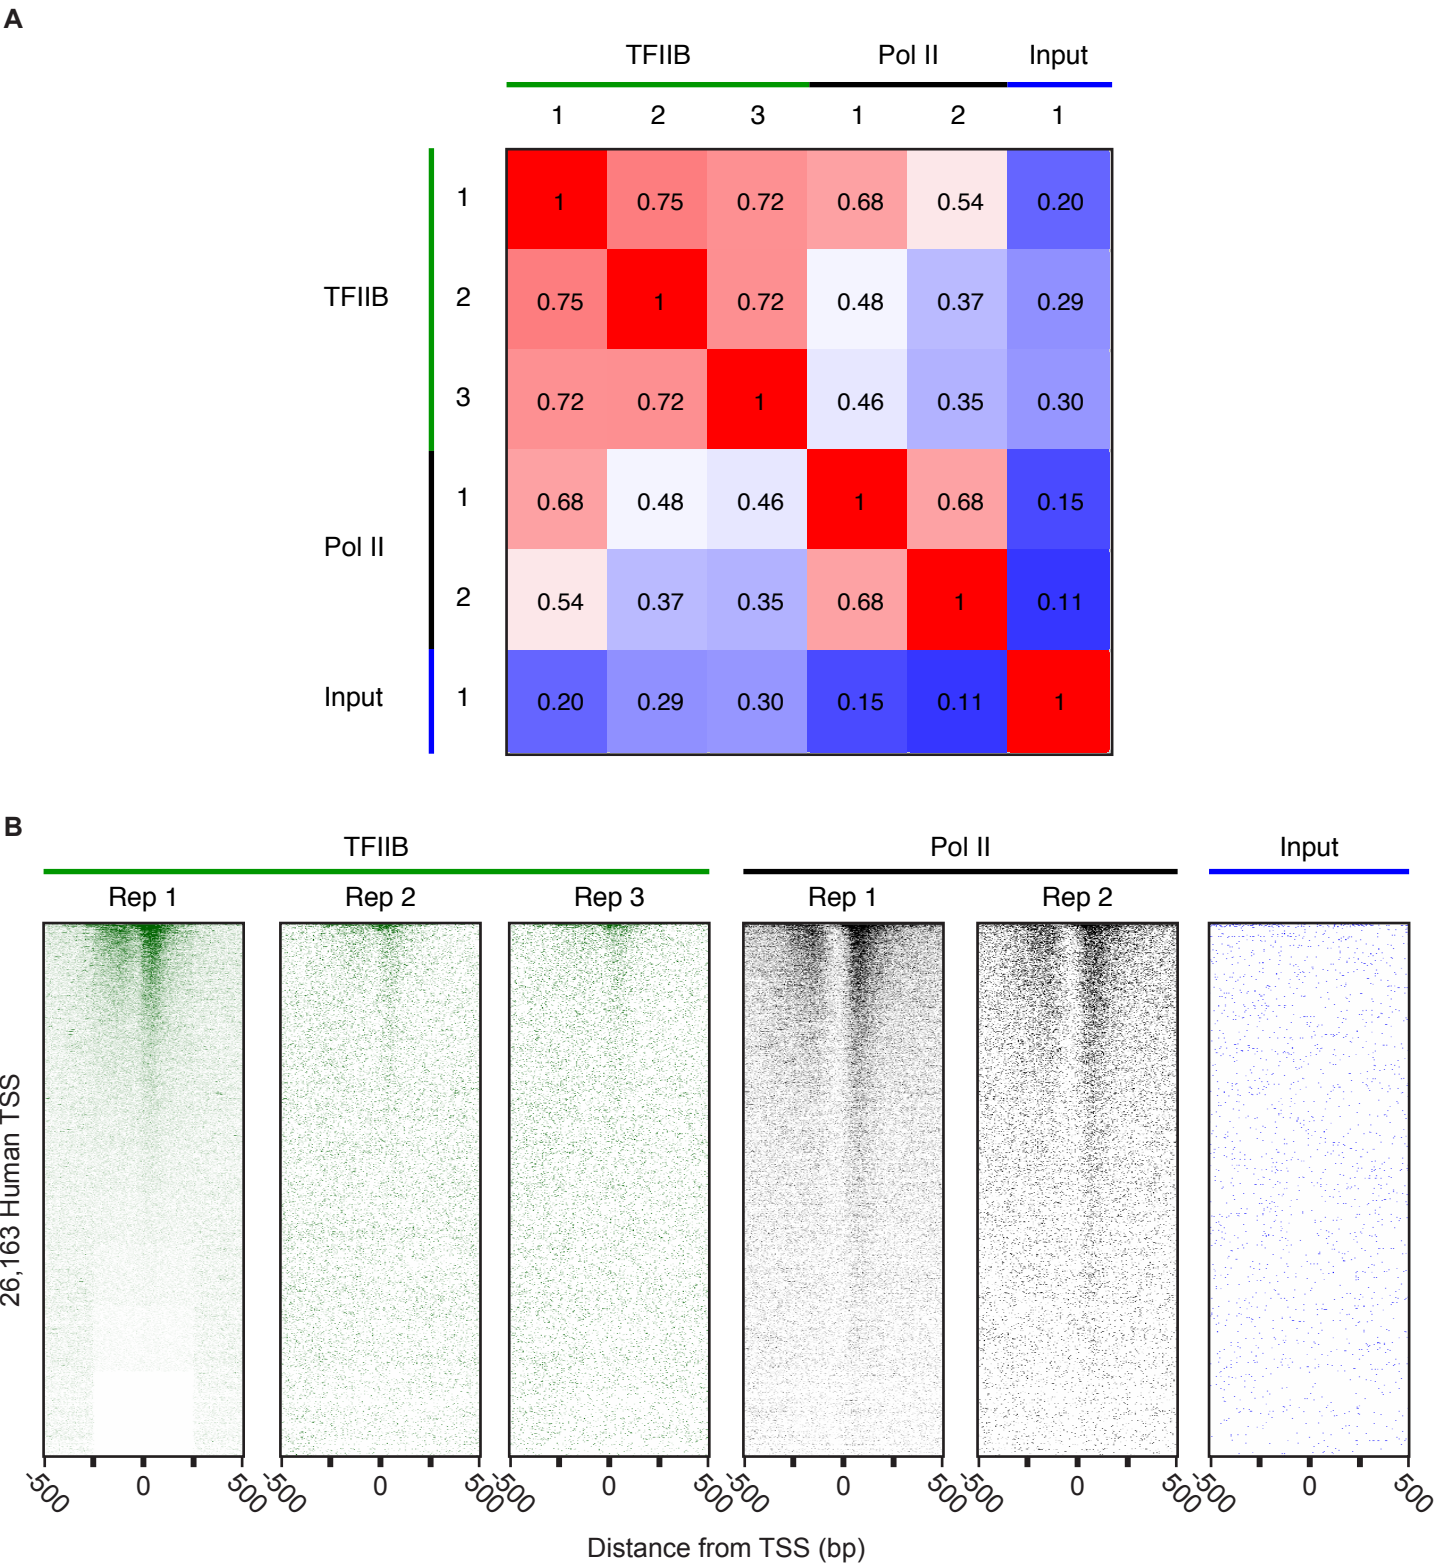

**Supplemental Figure S2. Replicate correlation validation.** (A) Pearson correlation matrix of the total tag count of TFIIB Rep 1, Rep 2, Rep 3, Pol II Rep 1, Rep 2, and Input in a 500 bp window centered at annotated human TSSs (N=26,163) (B) Heatmaps of all PIP-seq replicates in a 1kb window aligned relative to human TSSs (N=26,163) and sorted by total tag count of TFIIB replicate 1 in 500 bp window centered on TSS.

# Supplementary material for: Genome-wide uniformity of human ‘open’ pre-initiation complexes
**Source:** Genome Res. 2017 Jan;27(1):15–26. doi: 10.1101/gr.210955.116
**Supplement:** Supplemental Material

## Supplemental Fig S3

A

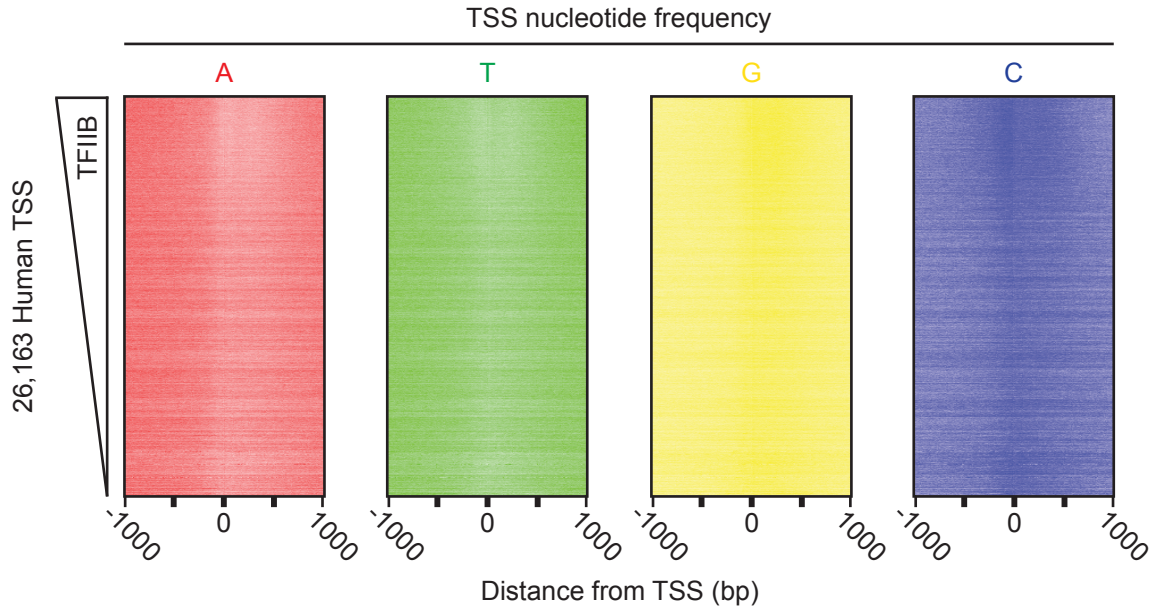

B

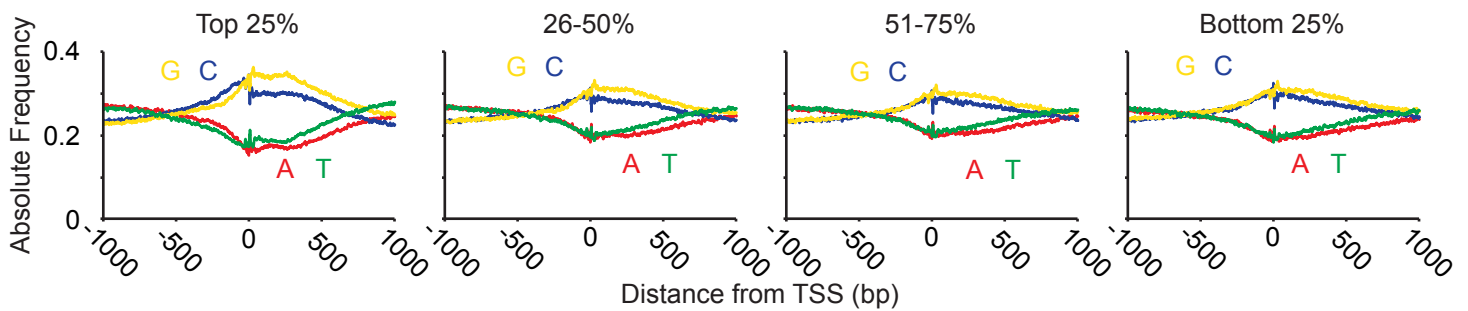

C

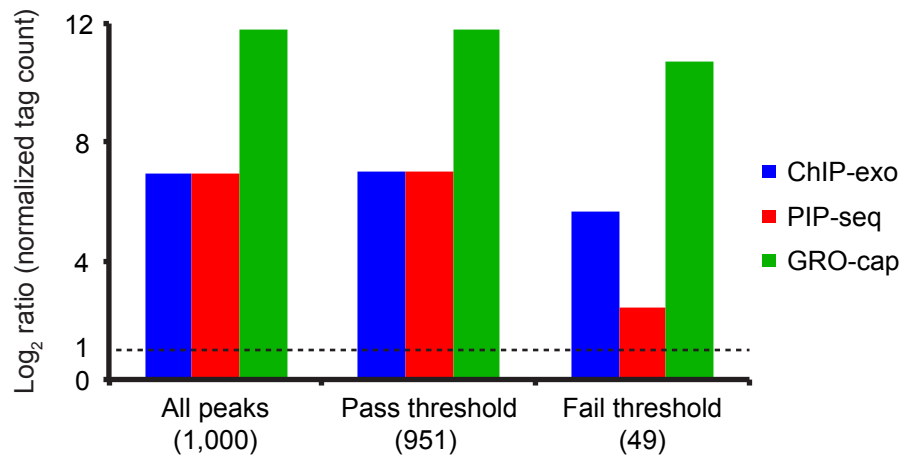

**Supplemental Figure S3. Nucleotide frequencies surrounding annotated human TSS.** (A) Heatmaps of nucleotide frequency within 1000 bp of annotated TSSs (N=26,163). Plots are sorted by TFIIIB PIP-seq tag counts located within 250 bp of each TSS. Only those tag 5' ends that mapped just 3' to a 'T' were counted, when sorting. (B) Composite plots from panel A, separated out into quartiles of TFIIIB PIP-seq peak tag counts. (C) Log<sub>2</sub> ratio of the average called peak score over the average random peak score for TFIIIB ChIP-exo, TFIIIB PIP-seq, and GRO-cap

# Supplementary material for: Genome-wide uniformity of human ‘open’ pre-initiation complexes
**Source:** Genome Res. 2017 Jan;27(1):15–26. doi: 10.1101/gr.210955.116
**Supplement:** Supplemental Material

## Supplemental Fig S5

A

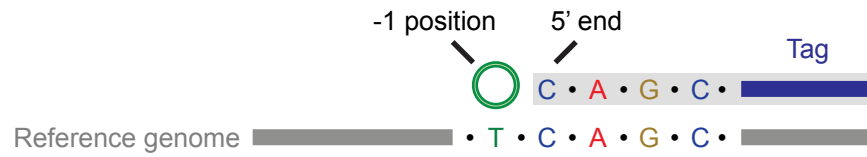

B

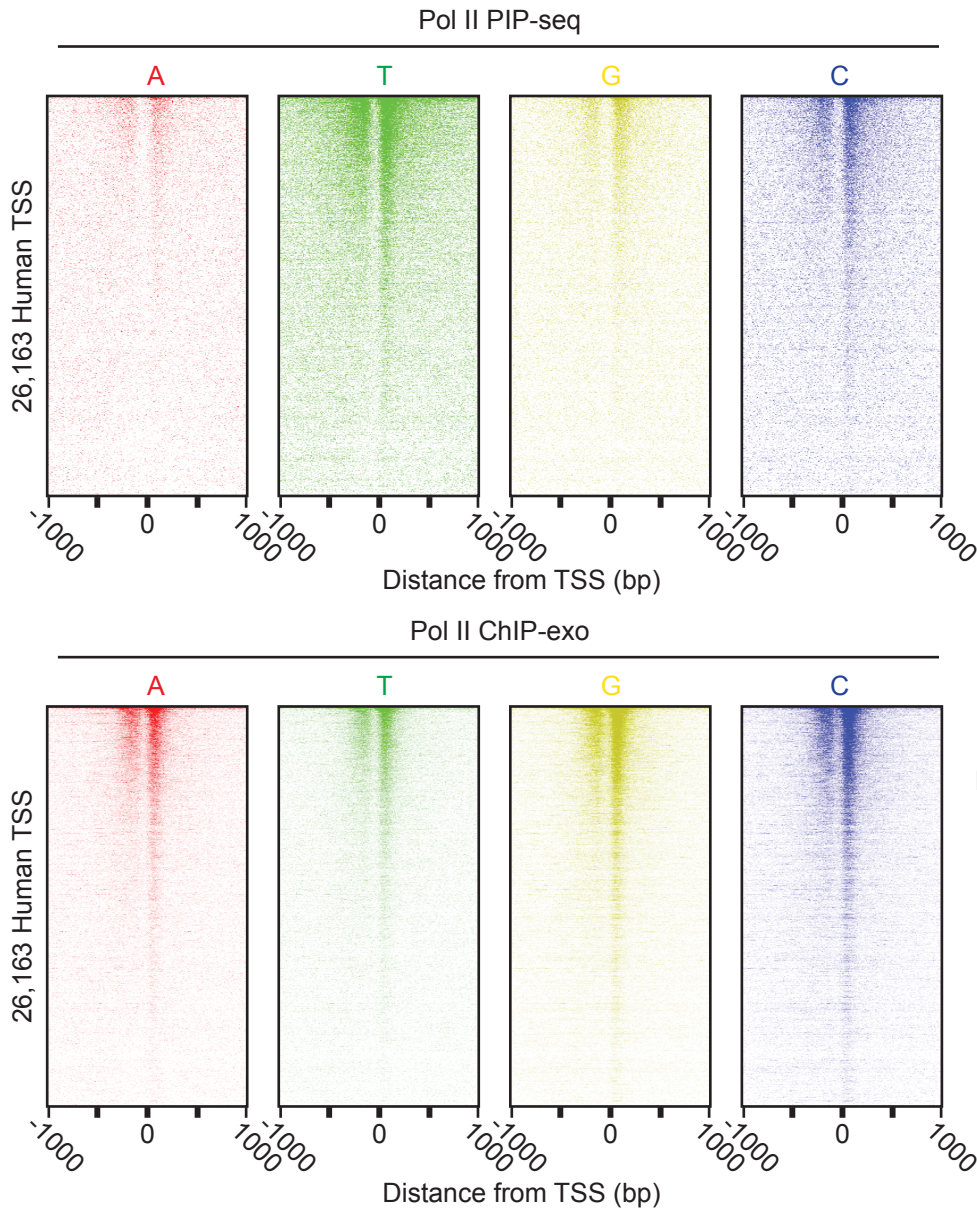

C

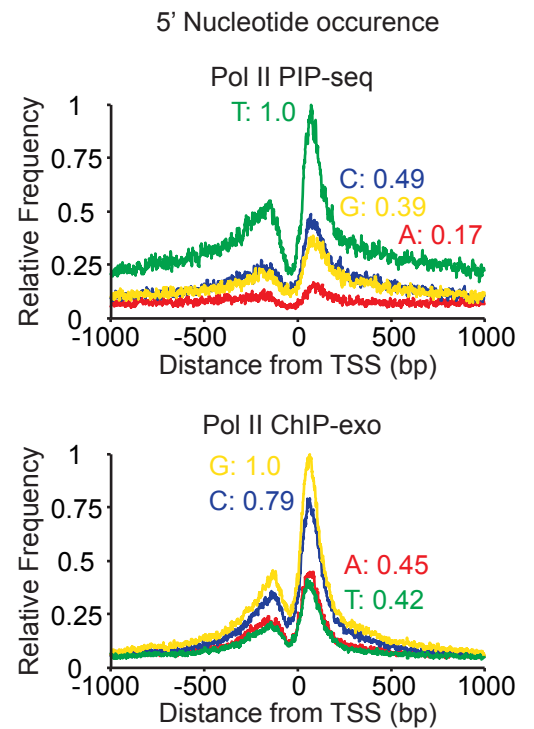

D

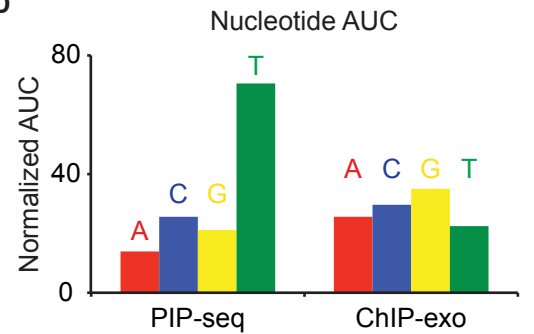

**Supplemental Figure S5. Pol II PIP-seq validation.** (A-D) Same as Supplemental Figure 3, except the analysis was on Pol II instead of TFIIIB.

# Supplementary material for: Genome-wide uniformity of human ‘open’ pre-initiation complexes
**Source:** Genome Res. 2017 Jan;27(1):15–26. doi: 10.1101/gr.210955.116
**Supplement:** Supplemental Material

## Supplemental Fig 7

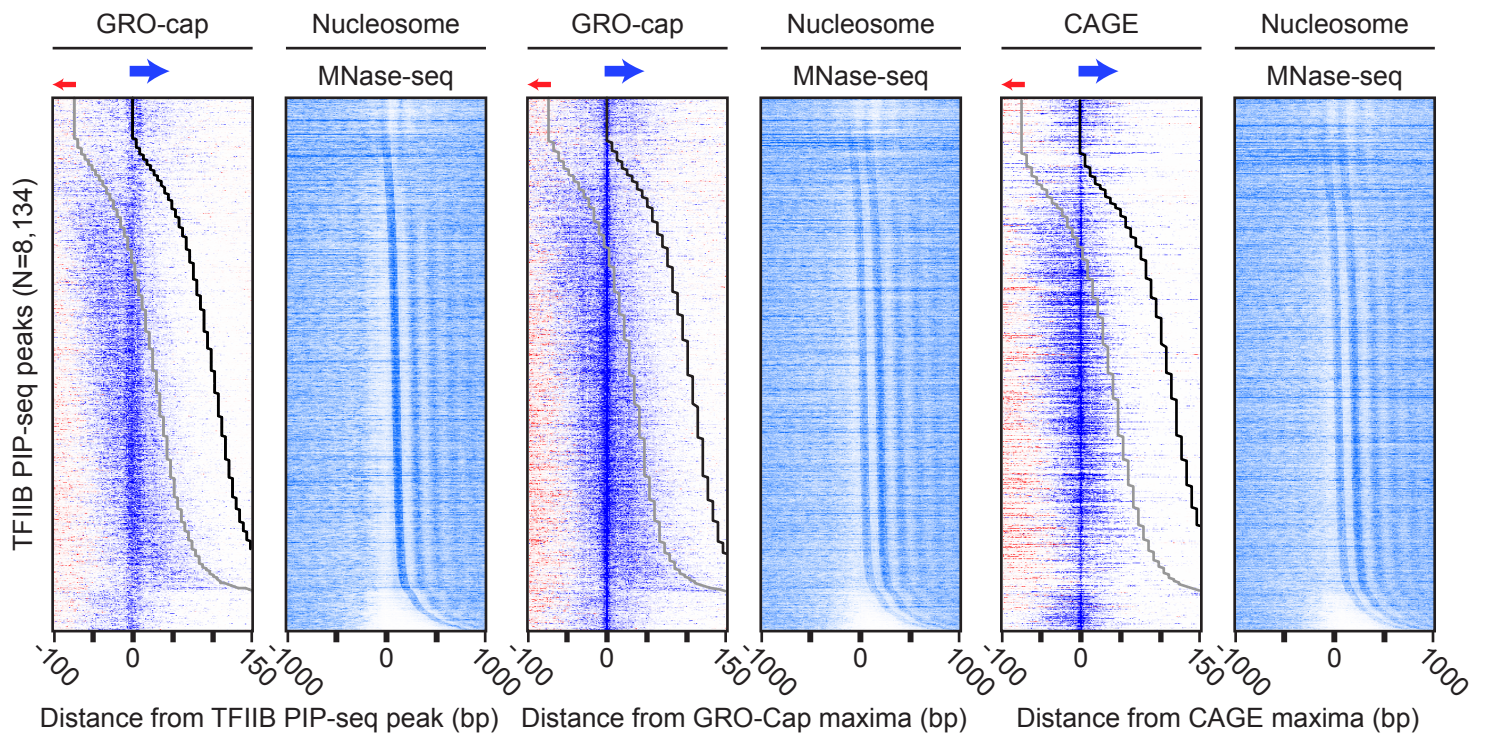

**Supplemental Figure 7. Dispersion validation.** Heatmaps of GRO-cap and CAGE with three distinct reference points: TFIIB PIP-seq peak, GRO-Cap local maxima, and CAGE local maxima. All heatmaps were independently sorted with respect to closest downstream +1 nucleosome determined as previously described.

# Supplementary material for: Genome-wide uniformity of human ‘open’ pre-initiation complexes
**Source:** Genome Res. 2017 Jan;27(1):15–26. doi: 10.1101/gr.210955.116
**Supplement:** Supplemental Material

**Supplementary Table S1: Sequencing Experiment Statistics**

|        | <b>Assay</b> | <b>Replicate</b> | <b>Total Tags</b> | <b>Total 'T' Tags</b> |
|--------|--------------|------------------|-------------------|-----------------------|
| Pol II | PIP-seq      | 1                | 62,908,427        | 26,593,623            |
| Pol II | PIP-seq      | 2                | 11,845,451        | 4,949,154             |
| TFIIB  | PIP-seq      | 1                | 43,354,508        | 15,486,376            |
| TFIIB  | PIP-seq      | 2                | 18,579,509        | 7,258,212             |
| TFIIB  | PIP-seq      | 3                | 12,444,571        | 4,809,101             |
| Input  | PIP-seq      | 1                | 4,203,956         | 1,309,290             |
| Pol II | ChIP-exo     | 1                | 19,743,244        | -                     |
| TFIIB  | ChIP-exo     | 1                | 14,723,536        | -                     |

How the deposited data were processed for this re-analysis (not part of the article)

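TFIIB PIP-seq, Pol II PIP-seq, an input PIP-seq control, and ChIP-exo of both proteins were done in K562 cells, in 8 libraries of 5 conditions. The values used here come from 1 deposited list of 8134 TFIIB PIP-seq peaks. According to the submitters' processing notes, base calls were made with CASAVA 1.7 and bcl2fastq 2.16 and reads were aligned to hg19 (GRCh37) with BWA 0.6.2 and 0.7.9a. The paper describes the steps that followed. Reads with a T at −1 were kept, and peaks were called with GeneTrack on the initial set of replicates. Blacklisted and input peaks were removed, and the rest were filtered on TFIIB ChIP-exo and GRO-cap tags. Strands were set from GRO-cap, and an exclusion zone of 100 bp was applied. The score that the authors deposited with each peak is a whole number of 4 or more. Its unit, window, and normalization are not given in the sources used here, so scores were compared only within this list. The differences and ratios of scores, also those on the log2 scale, take them as amounts, which the sources do not establish. Library depths are those of the paper's Supplemental Table S1. Since the list has no values per replicate, no spread between cultures could be measured, and the tests compare positions, sequences, or genes within this list. Wilson intervals cover counting error only.

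Sequences were taken from GRCh37 with samtools 1.23.1 and pysam 0.24.0, on the peak's strand. They reached from 59 bp upstream to 60 bp downstream of the peak center for the INR, 60 bp to each side for TATA and the transcription factor motifs and their scrambles, and 1000 bp to each side for the positions of motif matches. The supplementary sequence set of mRNA-associated peaks was held only in part (the first 2927 of the paper's 5474 names). Its 2849 complete sequences were all identical to those taken here, and no test was run on it. INR scores used the matrix and the formula of the supplementary code, the log2 ratio of each 7mer against the sequence's own base composition. The higher of both strands was then kept, which the script as coded does not do, and scoring as coded was run as an alternative. Values were averaged over 7mers centered within 3 bp, at 4 to 10 bp, and at 11 to 50 bp of the peak. For the top and bottom 25%, sequences were sorted by the mean of the central 20-bp window, in peak and scrambled sequences alike. Controls were 1000 scrambles of single bases and, as an alternative, 200 scrambles that keep dinucleotides. Motif shares were exact matches, with the INR consensus on the sense strand within 20 bp, TATAWA starting 35 to 20 bp upstream, and 8 transcription factor consensus sites on either strand 60 to 10 bp upstream. FIMO, MEME, JASPAR matrices, and minor groove widths were not used here.

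Peaks were placed on the GENCODE lift 44 annotation with basic transcripts of genes that have a curated RefSeq transcript, and those within 1000 bp of a TSS were called mRNA-associated. Orientations were tested by permuting strands within chromosomes 10000 times, scores by permutation with 100000 resamples, and gene lists by Fisher's exact test with Benjamini-Hochberg adjustment over 13 lists. A gene had a peak when a peak center lay within 1000 bp of one of its TSSs. Intervals of means were bootstrapped 2000 times, and the random seed was 20170101. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and numba 0.67.0, and plots matplotlib 3.10.9.

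Apart from tests said to have been chosen after the data were seen, the tests, the gene lists, the rule for named genes, and 83 alternative settings were fixed before the data were examined. The rule named up to 3 genes per list with the highest peak score, the 3 listed genes with the lowest INR score within 3 bp, and the 5 highest peaks. The lists were cytosolic and mitochondrial ribosomal proteins, translation factors, Pol II and general transcription factors, splicing factors, cell cycle and replication, proteasome subunits, small nuclear RNA and small nucleolar RNA host genes, and erythroid and megakaryocytic, lymphoid, monocytic and granulocytic, hepatocyte, and neuronal genes. A further 13 alternatives and the histone gene list were added after the data were seen.

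The calculations were tested on simulated data. On random sequences with the base composition of each of the 8134 peaks and no INR placed, the central INR excess was 0.0034 (permutation p = 0.436), the consensus share had p = 0.931, and the share with the best 7mer within 3 bp had p = 0.0198. With an INR placed on 1 of 5 peaks, the consensus share was 25.5% as placed and the central excess 0.30. Of 400 TATA elements placed 30 bp upstream, in addition to those present by chance, all were counted (427 sequences with TATA, 427 expected). Random strands gave 47.7% divergent among opposite pairs (permutation p = 0.170), and with divergent pairs placed the share was 64.8%, below the 68.4% placed. Random groups of peaks differed by 0.026 in mean log2 score (permutation p = 0.356). Tag-level data, GRO-cap, nucleosome, and ChIP-exo profiles were not analysed here, so that claims resting on them have no added values.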

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

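The tests of explanations for the 3 patterns weighed first were set, with their predictions, after the patterns were noticed and before the deciding values were seen; the tests between mRNA-associated and ncRNA-associated peaks were chosen after both values were seen.

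INR-like scores were higher at the TFIIB PIP-seq peak than in its flanks, and the peaks were called from tags with a T at −1, which by itself favors pyrimidine-rich sequence. If tags from both strands caused the excess, it would be equal on both strands, but it was higher on the sense strand by 0.21 (95% bootstrap interval 0.16 to 0.25). Against flank positions with the same bases at −1 and +1 as the peak, an excess of 0.39 (interval 0.37 to 0.41) remained, so these bases are not the whole cause. A reactivity of T that differs between the strands, or a need for several T's near the peak, may still contribute and was not tested. The design has no biological condition that could bear on this, and no biological explanation was tested.

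The bottom 25% of peaks had low INR scores 4 to 10 bp from the peak, which the paper reads as possible anti-INR character. Sequences were sorted on the mean of the same 20-bp window, which by itself selects low scores there. At windows moved 40 bp off the peaks and sorted in the same way, the ring lay lower relative to the outer positions (the value at the peak minus that at moved windows was 0.11, 95% bootstrap interval 0.075 to 0.14). The outer positions of moved windows include the peak itself, where INR scores are raised. This adds to the difference by an amount that was not computed. Sorted scrambled sequences, which hold no such peak, also had a lower ring (−0.66, compared with −0.54 at the peak). The mean depth of the ring can therefore come from the sorting alone. By position, mRNA-associated peaks were lower than sorted scrambled sequences at 10 to 7 bp upstream (−1.26 and −1.12 at 8 bp upstream). At the other positions of the ring they were higher (−0.87 and −1.14 at 7 bp downstream). Single positions were not tested. That the center of the bottom 25% of peaks scored higher than the ring is a separate result that moved windows did not show (center minus ring −0.14 and −0.11), and no biological explanation was tested.

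Peaks at small nuclear and small nucleolar RNA genes, 31 in number, had a median score of 358, compared with 6 at other peaks. They made up 27 of the 72 peaks with a score of 100 or more. Small RNA genes missing from the annotation used would count as other peaks. The paper's main text does not report on the 31 peaks. Reads shared between near-identical gene copies could raise them, but the 27 peaks whose 40 bases on each side occur 1 time in the genome had a median score of 430 (95% bootstrap interval 257 to 591), above the upper quartile of all peaks, 8. More thymines to cleave could also raise them, but their median log2 score exceeded that of other peaks matched on the number of T and A bases within 10 bp by 5.92 (n = 31, one-sided resampling p = 1e-04, the smallest that 10000 draws can give). Inexact copies, the copy number of these loci in K562 cells, and input signal were not tested, and neither was a biological explanation.

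The central INR excess was higher at mRNA-associated than at ncRNA-associated peaks by 0.43 (two-sided permutation of class labels, p = 1e-04, the smallest that 10000 permutations can give). Scores are relative to each sequence's own base composition, which differed between the classes. At 11 to 50 bp, A made up 16.3% of bases at mRNA-associated and 21.9% at ncRNA-associated peaks, and T 19.5% and 23.9%. How much of the difference in excess comes from this was not tested. The share of peaks with the best INR-like 7mer within 3 bp was higher at mRNA-associated peaks by 3.18 percentage points (permutation p = 3e-04). The share with the exact INR consensus in 20 bp differed the other way, by −4.14 points for mRNA-associated minus ncRNA-associated peaks (p = 1e-04), but the scrambled shares also differed (5.77% and 10.3%), and the ratio to them was 2.06 at mRNA-associated and 1.56 at ncRNA-associated peaks. Upstream minus downstream shares of motif matches also differed between the classes. For ncRNA-associated minus mRNA-associated peaks, the differences were −9.05 points for the GC box and −2.90 for ETS (adjusted p = 2.7e-04 each), −0.586 for NRF1 (0.0182), −1.83 for NFY (0.0224), −1.36 for the E-box (0.0012), and 2.67 for GATA (2.7e-04), from two-sided permutation tests adjusted over 8 motifs, whereas YY1 (0.0523) and the cyclic AMP response element (0.122) did not pass. These are differences in percentage points. The ratio of upstream to downstream shares was 2.41 at mRNA-associated and 2.42 at ncRNA-associated peaks for the GC box, 3.82 and 4.00 for ETS, 4.00 and 4.47 for GATA, 2.53 and 1.69 for NFY, and 3.15 and 1.05 for the E-box, and for NRF1 it was 10.8 at mRNA-associated peaks, with 0 downstream matches at ncRNA-associated peaks. These ratios were not tested against each other.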

How the results depend on the processing

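Of 96 alternatives run, 86 kept the direction and the call, although not always the size. These were 75 of the 83 fixed in advance and 11 of the 13 added after the data were seen. Among the latter, the alternatives for mRNA-associated against ncRNA-associated scores were judged on the median log2 difference. It was 0.26 in each, the step between scores of 6 and 5, and so could hardly move. Their mean log2 difference ranged from 0.011 with coding transcripts only to 0.13 with a distance of 500 bp. No alternative was run for the share of T near the peak or for the distal peaks nearest to erythroid and megakaryocytic genes. The central INR excess stayed between 0.31 and 0.73 over its settings, and the centering ranged in the top 25% from 0.28 (40-bp sort window) to 1.15 (10-bp) and fell in the bottom 25% to 0.16 on the sense strand only. The share of mRNA-associated peaks depended on the annotation: 68.1% with a distance of 500 bp, 76.9% with 2000 bp, and 69.5% with coding transcripts only, and, in settings added after the data were seen, 78.0% with all basic transcripts and 65.5% with 1 canonical transcript per coding gene. Keeping only peaks with a score above the median left 3271 peaks, by construction. In these, the strong minus weak INR difference in peak score was −0.032 (95% bootstrap interval −0.12 to 0.053), but since they were selected on the score that is compared, this value does not bear on the difference over all peaks. The centering in the bottom 25% reversed to −0.19 with a 10-bp sort window, which selects low scores at the center itself. With a distance of 2000 bp, 18 erythroid and megakaryocytic genes (adjusted p = 0.0499, 0.192 with 500 bp) and 1 lymphoid gene (adjusted p = 0.0496, 0.0808 with 500 bp) passed the threshold of Fisher's exact test, and the cause was not tested. No paired analysis was possible because the peak list has no values per replicate, although TFIIB and Pol II PIP-seq share replicate numbers. For the same reason no replicate could be left out. The alternative that aligned peaks by the +1 nucleosome was not run, as no nucleosome positions were used here. The number of peaks limits the ncRNA-associated class most, and the depth behind each score is unknown.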

Differences from the paper's values

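Every value of this part other than the paper's comes from the deposited peak list. The paper finds the INR motif at about 20% of the TFIIB-bound PICs with FIMO. Here it was 13.0% of all peaks and 11.9% of mRNA-associated peaks by exact matches on the sense strand within 20 bp, whereas the 16.0% of ncRNA-associated peaks lies within a factor of 1.5 of the paper's value. Alternatives fixed before the data were examined are given for all and for mRNA-associated peaks. Counting either strand (22.1% and 21.1%) and searching 40 bp (22.4% and 20.0%) also lie within that factor, whereas searching 10 bp (4.22% and 4.13%) does not. A matrix read at a p-value of 0.01 and the dinucleotide scramble have the shares of the exact matches. These therefore lie within that factor for ncRNA-associated peaks only.

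The mean INR log-likelihood ratio of mRNA-associated PICs reaches about 0.8 in Fig. 4B, read by eye, at the center of the top 25%, about −0.7 in Fig. 4B, read by eye, at the center of the bottom 25%, and about −2.1 in Fig. 4B, read by eye, at its lowest. Here these were 1.13, −0.096, and −1.26. For ncRNA-associated PICs the figure gives about 0.5, about −0.5, and about −1.6 in Fig. 4B, read by eye, and here the values were 0.82, −0.14, and −0.84. Scrambled mRNA-associated sequences reach about 0.2 (top 25%) and about −2.2 (bottom 25%) in Fig. 4B, read by eye, and here 0.50 and −1.29. Among the alternatives fixed before the data were examined, scoring exactly as the supplementary script is coded brings all 8 within the reading error of 0.2: 0.78, −0.66, and −2.24 for mRNA-associated, 0.60, −0.63, and −1.63 for ncRNA-associated, and 0.15 and −2.21 for scrambled sequences. In that script an array name is misspelled, so that the reverse complement is used when the forward score is negative and the forward score is kept otherwise. A sort window of 40 bp brings the tops of the mRNA-associated (0.80), ncRNA-associated (0.67), and scrambled (0.26) sequences within the reading error but not the other 5 values, and a sort window of 10 bp brings only the ncRNA-associated center of the bottom 25% (−0.40). The sense strand alone and the composition of the central 100 bp bring none.

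The TFIIB signal at ncRNA-associated PICs is about 1.6 times that at mRNA-associated PICs in Fig. 3A, read by eye. The ratio of mean peak scores here was 1.01, although peak scores and composite tag densities are different measures and the classes are not the same peaks. The paper's figure legend has 5474 mRNA-associated and 2660 ncRNA-associated PICs, and its methods give slightly different counts. Here there were 5985 and 2149, where TSSs of noncoding genes also count for the first class. This ratio was computed after the figure was compared, as were its alternatives. It was 0.909 with a distance of 500 bp, 1.06 with 2000 bp, and 0.998 without the small RNA gene peaks, none of which comes within a factor of 1.5. With coding transcripts only, a setting chosen for this ratio after seeing the values, it was 1.52, and 1.04 when the small RNA gene peaks were also left out.

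The paper reports no difference in PIC occupancy between strong and weak INRs (Fig. 4E). In peak scores the top 25% were higher than the bottom 25% by 0.095 on the log2 scale (two-sided permutation p = 4.4e-04), a 1.07-fold difference, and peaks with the exact INR consensus were higher than those without it by 0.17. In ncRNA-associated peaks the difference between the top and bottom 25% was 0.029 (permutation p = 0.565). Peak scores, whose unit is not stated, and the aligned tags of Fig. 4E are different measures. A relation of peak score with INR strength apart from T content was not tested. The paper states that the number of T's did not affect the signal at detected complexes. Here the Spearman correlation of the number of T's within 10 bp and the peak score was 0.10 across peaks, weak but above 0. Its two-sided permutation p was 1e-05, the smallest that the resamples can give. Scores also fell with the GC percent of the 120-bp sequence (−0.066), and a relation with T's apart from base composition was not tested. The paper places open complexes at the locally best INR-like sequence in a large proportion of cases. Here 13.5% of all peaks had the best 7mer of 50 bp on each side within 3 bp, compared with 6.92% of scrambled sequences.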

Other observations

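All tests of this part were chosen after the data were seen. Replication-dependent histone genes, which package newly made DNA, stood out among promoters with TFIIB PIP-seq peaks. Of 65 such genes, 44 had a peak within 1000 bp of a TSS (two-sided Fisher's exact test against the other coding genes, p = 1.4e-13), with a median highest score of 51, compared with 6 over all coding genes with a peak. H2AC6, a histone H2A gene, shared a peak with a score of 432 with its divergent neighbor H2BC4 (chromosome 6, 26124380 to 26124400), and H2BC11 had a score of 302. They were chosen after their values were seen. Histone genes lie in clusters, so that a peak can be within reach of several of them, and the genes are not independent.

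High-scoring peaks lay slightly farther upstream of the annotated TSS than low-scoring ones. Among 3018 mRNA-associated peaks on the strand of a TSS and within 60 bp of it, those with scores of 4 to 6 were centered at a median of 5 bp downstream from the TSS (95% bootstrap interval 4 to 6), those with 7 to 12 at 3 bp (2 to 3), those with 13 to 49 at 0 bp (−1 to 1), and the 87 with 50 or more at −5 bp (−6 to −2). Of these 87, 19 lay at small nuclear or small nucleolar RNA genes, compared with 1 at scores of 4 to 6 and 0 in the bins between. The median without them was not computed. The Spearman correlation of offset and score across peaks was −0.13 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). Without the small nuclear and small nucleolar RNA genes it was −0.12. The reason was not tested, and peaks are not independent replicates.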
